# Defining diurnal fluctuations in mouse choroid plexus and CSF at high molecular, spatial, and temporal resolution

**DOI:** 10.1038/s41467-023-39326-3

**Published:** 2023-06-22

**Authors:** Ryann M. Fame, Peter N. Kalugin, Boryana Petrova, Huixin Xu, Paul A. Soden, Frederick B. Shipley, Neil Dani, Bradford Grant, Aja Pragana, Joshua P. Head, Suhasini Gupta, Morgan L. Shannon, Fortunate F. Chifamba, Hannah Hawks-Mayer, Amanda Vernon, Fan Gao, Yong Zhang, Michael J. Holtzman, Myriam Heiman, Mark L. Andermann, Naama Kanarek, Jonathan O. Lipton, Maria K. Lehtinen

**Keywords:** Circadian regulation, Blood-brain barrier, Molecular neuroscience

## Abstract

Transmission and secretion of signals via the choroid plexus (ChP) brain barrier can modulate brain states via regulation of cerebrospinal fluid (CSF) composition. Here, we developed a platform to analyze diurnal variations in male mouse ChP and CSF. Ribosome profiling of ChP epithelial cells revealed diurnal translatome differences in metabolic machinery, secreted proteins, and barrier components. Using ChP and CSF metabolomics and blood-CSF barrier analyses, we observed diurnal changes in metabolites and cellular junctions. We then focused on transthyretin (TTR), a diurnally regulated thyroid hormone chaperone secreted by the ChP. Diurnal variation in ChP TTR depended on *Bmal1* clock gene expression. We achieved real-time tracking of CSF-TTR in awake *Ttr*^*mNeonGreen*^ mice via multi-day intracerebroventricular fiber photometry. Diurnal changes in ChP and CSF TTR levels correlated with CSF thyroid hormone levels. These datasets highlight an integrated platform for investigating diurnal control of brain states by the ChP and CSF.

## Abstract (web summary)

The choroid plexus (ChP) modulates cerebrospinal fluid (CSF) composition and the blood-CSF barrier. Here the authors show that the ChP is a critical circadian component with time-of-day variations in translation, barrier, and metabolism to alter CSF composition.

## Introduction

Cerebrospinal fluid (CSF) plays critical roles in regulating the central nervous system (CNS) throughout life, including the distribution of essential health and growth-promoting factors and clearing of waste from the brain^1^. CSF production robustly varies across the 24-h light–dark cycle^2^. CSF distribution between brain parenchyma interstitial fluid, ventricles, and cervical lymph nodes also varies across the 24-h day^3–5^. Over a century of studies suggest that the CSF contains biomarkers for circadian rhythmicity and plays key roles in relaying the output of diurnal clocks to target brain tissues. Early studies showed that CSF can carry circadian cues for drowsiness^6,7^ and satiety^8^, and experimental models indicate that diffusible factors released from the suprachiasmatic nucleus (SCN) of the hypothalamus into the CSF can mediate the circadian rhythmicity of locomotion^9–13^. The brain’s SCN “master clock” is entrained by daily light–dark cycles and in a day of 12 h of light and 12 h of dark, C57BL/6 and CD1 laboratory mice are primarily active in the first half of the dark phase. However, progress toward understanding diurnal CSF regulation has been hampered by a limited understanding of how tissues that contribute to CSF govern its composition and a lack of specialized tools for tracking these changes in vivo or in real time.

The choroid plexus (ChP) is a key source of CSF. The specialized ChP epithelial cells that directly modulate CSF contents also display cell-autonomous circadian rhythmicity in gene expression of core components of the molecular clock^14–17^. These molecular circadian clocks depend on transcriptional-translational feedback loops as well as epigenetic, translational, and post-translational mechanisms that interact to enable both a robust and responsive clock^18–21^. In mammals, the molecular clock is a negative feedback loop in which a heterodimer of the master circadian regulator BMAL1 and its partners CLOCK (or NPAS2) activate transcription of clock-controlled genes including Period (*Per*) and Cryptochrome (*Cry*) that code for repressors of BMAL1 heterodimer activity, thus closing the loop that generates rhythms of approximately 24 h^22,23^. In addition to transcription, ribosome biogenesis and translation have emerged as direct outputs of the circadian molecular clock at the cellular level in synchronized cell lines and in the liver^24–26^. In fact, BMAL1 directly associates with translational machinery to promote protein synthesis^25^. While the circadian adaptations of each tissue involve both transcriptional and translational regulation, essentially nothing is known about the regulation of translation at the blood-CSF barrier.

Here, we developed an experimental platform to analyze the rhythmicity of ChP and CSF with respect to circadian clock gene expression and its dependence on external cues. We adapted tools to evaluate broad diurnal changes in transcript abundance, transcript ribosomal association, and protein levels. Using these tools, we pinpointed key pathways that change throughout the day and generated baseline datasets from unique, limited tissue to describe diurnal variations in the ChP translatome, secretome, and metabolome. These observations demonstrated widespread diurnal regulation of ChP secretion and barrier function across hours during the circadian day and in response to feeding cues, resulting in changes in CSF composition. We then established an intravital CSF fiber photometry system to track ChP output. Together, these multi-modal results illustrate the utility of our integrated platform for tracking diurnal dynamics and functions of the ChP-CSF system and raise testable hypotheses about how the ChP-CSF axis forms an important bridge between body and brain rhythmicity.

## Results

### Choroid plexus translation is diurnally regulated

To investigate whether translation and protein synthesis differ in ChP between light and dark phases, we monitored the mTOR-effector kinase ribosomal protein S6 kinase 1 (S6K1), which drives translation when phosphorylated. Using phosphorylation of the S6K target ribosomal protein S6 as a measure of mTOR pathway activity and general translation capacity, we observed increased phosphorylation of ribosomal protein S6 on Ser 240/244 (pS6) at 9 p.m. during the dark phase compared to 9 a.m. during the light phase (Fig. 1a–c). Higher pS6 at 9 p.m. suggests that increased levels of active translation machinery, and therefore higher protein synthesis capacity, occur during the dark phase relative to the light phase in mouse ChP. The circadian rhythmicity of ChP core molecular clock component transcripts *Bmal1* and *Per2* was in phase with that of the liver (Fig. 1d, Supplementary Fig. 1a–e). The liver served as an internal control since circadian changes in translation and metabolism have been robustly defined in the liver. The times of day with differential ChP pS6 expression (low at 9 a.m. and high at 9 p.m.) were inversely correlated with phasic *Bmal1* mRNA expression. The relative increase in dark phase pS6 depended on *Bmal1*, as differential S6 phosphorylation was abrogated in ChP from *Bmal1*-knockout mice (Fig. 1e, f). Using ribosome biogenesis as another readout of increased ChP translation capacity, we found that nucleolar volume as detected by the nucleolar protein Fibrillarin was higher at 9 p.m. than at 9 a.m. (Fig. 1g, h), consistent with reports in liver that the circadian clock coordinates ribosome biogenesis^24^. We next used O-propargyl-puromycin (OPP)^27^ delivered by intraperitoneal injection to visualize actively elongating nascent polypeptides in vivo at the cellular level. OPP incorporation was higher at 9 p.m. compared to 9 a.m. in ChP epithelial cells (Fig. 1i), consistent with their larger nucleolar volumes and higher pS6 levels at night. Overall, translation was increased during the dark phase and diurnal variation in translation was dependent on systemic *Bmal1* expression.

**Fig. 1:**
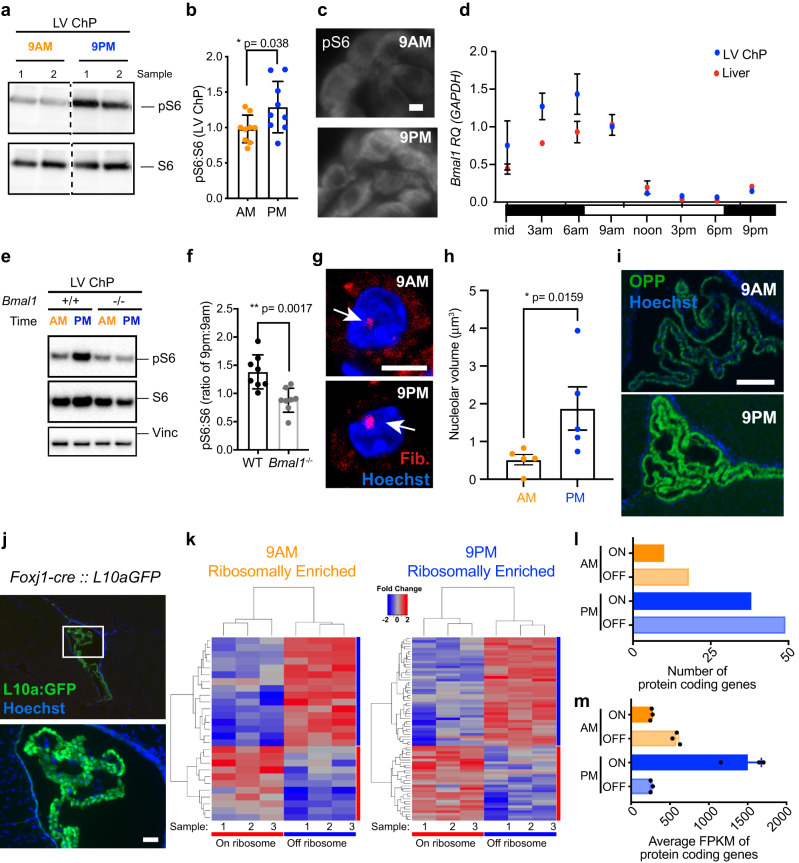
Choroid plexus translation is diurnally regulated to be higher during the dark phase. **a** Immunoblotting of ChP protein extracts showed increased S6 phosphorylation (pS6) relative to total S6 at 9 p.m. (blue) compared to 9 a.m (orange). All vignettes were cropped from the same membrane. **b** Ratio of pS6 to total S6 immunoblotting at 9 a.m. (orange) and 9 p.m. (blue). *p < 0.05 (*p* = 0.038) Student’s two-tailed unpaired *t* test, *N* = 9 biologically independent animals at each time over 3 independent experiments. Data are presented as mean values ± standard deviation (SD). **c** Immunostaining for pS6 in lateral ventricle (LV) ChP also shows increased pS6 at 9 p.m.; scale bar = 50 μm. **d** RT-qPCR analysis of *Bmal1* expression in LV ChP (blue) and liver (red) showed cycling of the molecular clock and revealed similar phase between the two tissues. Data are presented as mean values ± standard deviation (SD). **e** Immunoblotting of ChP protein extracts for pS6 showed that increased S6 phosphorylation at 9 p.m. is dependent on *Bmal1*. **f** Ratio of pS6 to total S6 from immunoblots of ChP from *Bmal1*-null vs. WT mice. **p < 0.01 (*p* = 0.0017) Student’s two-tailed unpaired *t* test, *N* = 8 biologically independent animals at each time over 4 independent experiments. Data are presented as mean values ± standard deviation (SD). **g** Immunohistochemistry of the nucleolar protein Fibrillarin (red) in ChP epithelial cells showed larger nucleoli at 9 p.m., during the dark phase; scale bar = 5 μm. *N* = 4 at each time. **h** Quantification of median nucleolar volume. *p < 0.05 Student’s two-tailed unpaired *t* test, *N* = 5 biologically independent animals at each time over 2 independent experiments. Data are presented as mean values of the median of 50 nucleoli per animal ± standard error of the mean (SEM). **i** OPP incorporation assay in adult ChP epithelial cells showed an increased rate of protein synthesis at 9 p.m. than at 9 a.m.; scale bar = 100 μm. **j** RPL10A-conjugated EGFP expression in ChP epithelial cells after *Foxj1-Cre* recombination in TRAP-BAC mice; scale bar = 100 μm. **k** Heatmaps and hierarchical clustering of transcripts associated with RPL10A vs. those in the supernatant at either 9 a.m. or 9 p.m. (adjusted *p* < 0.05). **l** Number of distinct, unique protein-coding genes on (solid) or off (transparent) the RPL10A ribosomal subunit at 9 a.m. (orange) and 9 p.m. (blue) (adjusted *p* < 0.05). **m** Average FPKM of protein-coding genes on (solid) or off (transparent) the RPL10A ribosomal subunit at 9 a.m. (orange) and 9 p.m. (blue) (adjusted *p* < 0.05). *N* = 3 biologically independent samples (LV ChP pooled from three animals per sample) at each time in 1 experiment. Data are presented as mean values ± standard deviation (SD). Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

We next used ribosome profiling to determine whether overall levels of translation in ChP and the number of unique transcripts associated with ribosomes were increased during the dark phase (9 p.m.). Using Translating Ribosomal Affinity Purification (TRAP)^28,29^ from ChP at 9 a.m. and 9 p.m., we identified transcripts that were prioritized for translation by the subset of polysome-enriched ribosomes containing large ribosomal subunit protein RPL10A^30^. ChP epithelial cells were targeted by crossing *FoxJ1:cre* mice^31^ with floxed TRAP (*EGFP:L10a*) mice^29,32^ (Fig. 1j), and mRNA associated with the large ribosomal subunit RPL10A was purified for sequencing from dissected lateral ventricle (LV) ChP (cre-negative animals were used as controls). 

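The TRAP data comprised 12 sequencing libraries from the LV ChP of male Foxj1-Cre; EGFP-L10a mice aged 8 weeks. Foxj1-Cre acts in ciliated epithelium, and the recombined allele tags RPL10A, a protein of the large ribosomal subunit, with EGFP, so that ribosomes and the mRNA bound to them can be pulled down with an antibody to EGFP. At 9 a.m. (2 h after lights on) and at 9 p.m. (2 h after lights off), 3 pools of tissue from 3 mice each were collected. RPL10A-associated RNA gave TRAP libraries and the RNA left unbound gave supernatant libraries, so each of the 4 groups held 3 libraries. The sample labels give the TRAP and supernatant libraries of one number and time the same animal number, so that they are matched by number. Libraries were made with the SMARTer Pico kit with ribodepletion and sequenced as single-end reads of 50 nt. The authors aligned the reads to mm10 with STAR 2.4.0 and computed FPKM per gene with Cuffquant. The values analysed here are the authors' deposited FPKM for 24327 genes. A further 27 gene names that a spreadsheet had turned into dates were left out. FPKM had not been converted back to whole reads, and read depth per library is unknown. Summed over genes, FPKM ranged from 484734 to 1115760 per library, of which microRNA genes held 31.9% to 75.4%. Exact zeros also occur for abundant genes, so a gene without signal is given as listed at 0. Differences were tested with limma on log2(FPKM + 1), with an intensity trend, for genes with a mean FPKM above 1 over the libraries compared, and fold changes on this scale understate the change of weakly expressed genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change above 0.4 between times, or above 0.3 between TRAP and supernatant, the thresholds of the paper. Gene lists were tested with camera at a preset correlation between genes of 0.01. Cre-negative control samples were not analysed here.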

TRAP analyses revealed unique transcripts differentially associated with RPL10A at 9 a.m. vs. 9 p.m. and those transcripts preferentially in the unbound supernatant (Fig. 1k). 

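Malat1, a long noncoding RNA retained in the nucleus, was lower in the RNA on RPL10A ribosomes than in the unbound RNA at both times. It lies on chromosome 19 of mm10 from 5795690 to 5802672. Its FPKM at 9 a.m. was 296 ± 21.9 (SD, n = 3) in TRAP and 3736 ± 269 (SD, n = 3) in the supernatant, a log2 fold change of -3.66 (adjusted p = 1.96e-05, limma). At 9 p.m. it was 212 ± 34.8 in TRAP and 3636 ± 982 in the supernatant, a log2 fold change of -4.07 (adjusted p = 6.12e-04, limma). Of 10796 genes tested at 9 a.m., limma called 5 as lower in TRAP and 0 as higher, with 486 genes at an unadjusted p under 0.05. Rpph1, the RNA component of the tRNA-processing enzyme RNase P, had an FPKM of 66.2 ± 22.0 in TRAP and 2001 ± 683 in the supernatant (adjusted p = 2.29e-05, limma). Rprl3, an RNase P RNA-like gene, was listed at 0 in all 3 TRAP libraries and at 235, 39.4 and 514 FPKM in the supernatant (adjusted p = 0.0106, limma). Fth1, the heavy chain of the iron store ferritin, had an FPKM of 163 ± 87.8 in TRAP and 1030 ± 118 in the supernatant, a log2 fold change of -2.82 (adjusted p = 0.0300, limma). Mir546, a microRNA gene, was at or next to 0 in TRAP and at 572, 3026 and 2945 FPKM in the supernatant (adjusted p = 6.37e-06, limma). How many reads gave the values of Mir546 is unknown.

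Of 10924 genes tested at 9 p.m., limma called 3 as lower in TRAP and 0 as higher, with 620 at an unadjusted p under 0.05. Besides Malat1 these were Cdr1 and Mgp. Cdr1, which lies opposite the transcript that gives a circular RNA, so that reads of the 2 strands cannot be told apart here, had an FPKM of 19.0 ± 7.96 in TRAP and 333 ± 63.8 in the supernatant, a log2 fold change of -4.11 (adjusted p = 0.00285, limma). Mgp, a secreted matrix protein, was listed at 0 in all 3 TRAP libraries and at 80.5, 105 and 108 FPKM in the supernatant (adjusted p = 0.00802, limma). With TRAP and supernatant libraries of one number as a block, the adjusted p of Mgp was 0.0814 and 1 gene was called higher in TRAP. Of the listed nuclear long noncoding RNAs, all 4 measured were lower in TRAP at 9 a.m. (camera adjusted p = 8.50e-06, and adjusted p = 0.263 with an estimated correlation). Markers of fibroblasts and stroma, cells outside the epithelium, were lower in TRAP for 8 of 8 members measured at 9 a.m. (camera adjusted p = 0.0130, and adjusted p = 0.625 with an estimated correlation), a call lost without 9 a.m. TRAP replicate 2 (adjusted p = 0.138) or 9 a.m. supernatant replicate 1 (0.155) or 2 (0.0751). Hepatocyte markers, genes of another tissue, were higher in TRAP at 9 a.m. for 8 of 9 members measured, with a median log2 fold change of 2.78 (camera adjusted p = 8.50e-06, and adjusted p = 0.625 with an estimated correlation), and stayed called with any 1 library left out (adjusted p from 4.30e-11 to 0.0186). Without the intensity trend of limma, Malat1 was not called at either time (adjusted p = 0.483 at 9 a.m. and 0.243 at 9 p.m.), nor were Rpph1 (0.341), Rprl3 (0.341) and Fth1 (0.815) at 9 a.m. or Cdr1 (0.243) at 9 p.m. Without a filter on low values the adjusted p was 0.0857 for Malat1, Cdr1 and Mgp at 9 p.m. and 0.790 for Rprl3 and Fth1 at 9 a.m. With a pseudocount of 0.1 it was 0.0529 for Rprl3 and Fth1 and 0.140 for Mgp, and in one fit of all 12 libraries it was 0.707 for Mgp and 0.135 for Cdr1. For Fth1 it was also 0.114 with a mean FPKM above 5 as the filter and 0.0696 under quantile normalization. The call of Fth1 was lost in each fit that left out a 9 a.m. supernatant library, with adjusted p values of 0.134 to 0.244, and that of Rprl3 without 9 a.m. supernatant replicate 1 (adjusted p = 0.302) or replicate 3 (adjusted p = 0.345). The call of Mgp was likewise lost without any of the 9 p.m. supernatant libraries, with adjusted p values of 0.143 to 0.250.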

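The paper's Fig. 1l counts protein-coding genes on or off RPL10A at an adjusted p under 0.05. The number of genes detected in a library is another measure and does not test that count. At 9 p.m., 8763 ± 1279 genes (SD, n = 3) had an FPKM above 1 in the TRAP libraries, against 8287 ± 1623 (SD, n = 3) at 9 a.m. The difference was smaller than the spread between libraries of one time (exact two-sided permutation test, p = 0.7; the smallest p that 3 against 3 allow is 0.1). In the supernatant, 9051 ± 1376 genes at 9 p.m. and 8818 ± 1111 genes at 9 a.m. passed the same level (exact permutation test, p = 0.8). Without 9 a.m. TRAP replicate 3, which held 6639 such genes, the mean over TRAP libraries at 9 p.m. was lower than that at 9 a.m., a difference of -347.5 genes. Leaving out 9 p.m. TRAP replicate 2 gave a difference of -235 genes, and these left-out values were added after the data had been seen. Of the abundant genes with a median FPKM above 20, 107 of 2940 were listed at 0 in 9 a.m. TRAP replicate 3, and 2 in 9 p.m. TRAP replicate 2.

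No gene was called higher in TRAP than in the supernatant at either time by limma. MicroRNA genes held 66.0% ± 10.6 of the FPKM in TRAP and 41.6% ± 9.70 in the supernatant at 9 a.m., with no overlap (exact permutation test, p = 0.1, n = 3 each), and 59.6% ± 12.6 and 48.0% ± 20.7 at 9 p.m. (exact permutation test, p = 0.5). Mir6236 alone was at 449009 ± 155740 FPKM in TRAP and 205288 ± 42986 in the supernatant at 9 a.m., and at 330342 ± 63399 and 142270 ± 68614 at 9 p.m., higher in each TRAP library than in any supernatant library of its time (exact permutation test, p = 0.1 for each time). These are values of FPKM, not of reads, and which RNA gave the reads at Mir6236 and other microRNA genes was not tested. They therefore do not show that microRNAs were bound to ribosomes. With coding genes only and rescaled, limma likewise called 0 genes as higher in TRAP at either time. At 9 a.m. it called 1 such gene with robust limma (Uqcrb, of complex III, adjusted p = 0.0236), and 1 without 9 a.m. TRAP replicate 2 or 9 a.m. supernatant replicate 1. At 9 p.m. it called 1 with same-numbered libraries as a block or in one fit of all 12 libraries, 1 without 9 p.m. TRAP replicate 3 and 5 without 9 p.m. supernatant replicate 3. The genes called higher in the supernatant, Malat1, Rpph1, Rprl3, Fth1 and Mir546 at 9 a.m., had a mean FPKM of 1842 ± 310 per library (SD, n = 3), and a median over these genes of 1769.9 ± 857.5. At 9 p.m. Malat1, Cdr1 and Mgp had a mean of 1356 ± 316 (exact permutation test, p = 0.2), and a median over these genes of 332.8 ± 63.8, as Malat1 was far above the other 2. The genes of the 2 times differ, apart from Malat1, and were chosen by their calls on these libraries. At 9 p.m. Rpph1 and Rprl3 were not called in the main fit, but both were lower in TRAP. With a library left out their log2 fold changes ranged from -4.22 to -2.90 and from -6.96 to -4.82. Some alternatives called them, such as quantile normalization (adjusted p = 0.0472 and 0.0227). Cdr1 at 9 a.m. ranged from -5.39 to -3.34 and was called without 9 a.m. TRAP replicate 3 (adjusted p = 0.0106). Coding genes summed to an FPKM of 345903 ± 38383 in TRAP at 9 p.m. and 292968 ± 37775 at 9 a.m. (exact permutation test, p = 0.2).

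**Figure D1:**
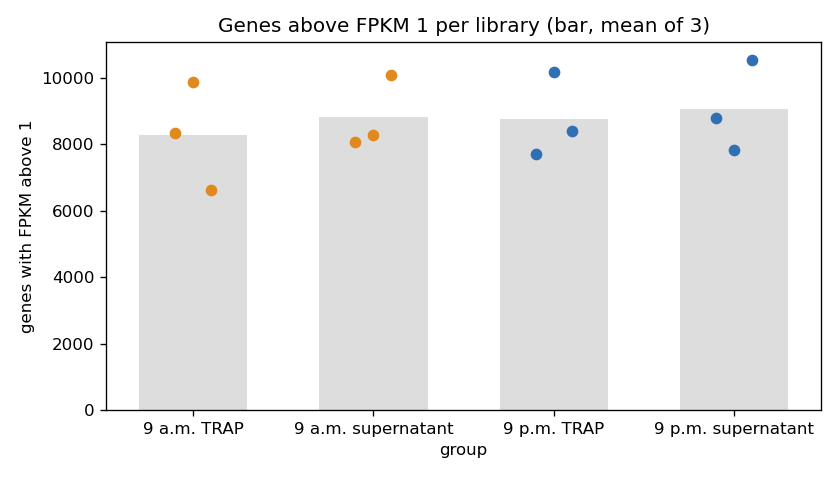
Number of genes with an FPKM above 1 in each library, by time and fraction. Points are libraries and bars are the means of 3 libraries. In TRAP the libraries of 9 a.m. span 6639 to 9883 genes and those of 9 p.m. span 7711 to 10186, so the times overlap.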

While both times had more unique transcripts in the supernatant than associated with RPL10A (Fig. 1l), both the total number of unique transcripts and the normalized number of reads (FPKM; Fragments Per Kilobase of transcript per Million mapped reads) of those transcripts associated with the ribosomes were higher during the dark phase (9 p.m.), consistent with a more diverse translatome and larger overall translation output at 9 p.m. during the dark phase in LV ChP than during the light phase at 9 a.m. (Fig. 1l, m). Together, this analysis of ChP translation and protein synthesis revealed meaningful differences between the dark and light phases including higher levels of pS6 and protein synthesis during the dark phase. Additionally, we demonstrated that *Bmal1* was required for diurnal differences in phosphorylation of the ribosomal protein S6 in ChP (Fig. 1).

Next, we tested the differential association of specific transcripts with the ribosome between light and dark phases in ChP epithelial cells. Analyses of all ChP epithelial cell transcripts associated with ribosomes revealed 779 differentially translated transcripts at 9 a.m. vs. 9 p.m.: 431 enriched at 9 a.m., and 348 enriched at 9 p.m. 

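Among genes associated with RPL10A, the lowest p belonged to Hspe1, the cochaperonin of the mitochondrial matrix. Its FPKM was 3.54 ± 2.17 (SD, n = 3) at 9 a.m. and 110.0 ± 40.7 (SD, n = 3) at 9 p.m., a log2 fold change of 4.68 (standard error 0.65, adjusted p = 0.146, limma). Mrpl52, a protein of the mitochondrial ribosome, was at 0, 0.541 and 0 FPKM at 9 a.m. and at 29.2, 115 and 146 at 9 p.m. Sec61g, a subunit of the channel through which proteins enter the endoplasmic reticulum, and Rpl36a, a ribosomal protein, were listed at 0 in all 3 libraries of 9 a.m. Epdr1, a secreted glycoprotein, had an FPKM of 27.7 ± 21.7 at 9 a.m. and 4.54 ± 2.37 at 9 p.m., a log2 fold change of -2.22. Of 10563 genes tested, limma called 0 as higher and 0 as lower at 9 p.m. At an unadjusted p under 0.05 there were 418 genes, 312 of them higher at 9 p.m. and 106 lower, where 528 would be reached by chance. All 3 libraries of one time lay above all 3 of the other for 600 genes higher and 310 genes lower at 9 p.m., 8.61% of those tested, where chance gives 10%. With changes of 4 on the log2 scale put into the deposited values of these libraries, the test called 44% of 50 changed genes, and with changes of 2 it called 14%. On values drawn at random from the fitted means and spreads it called 82% and 28%. Without 9 a.m. TRAP replicate 2 it called 4 genes as higher and 1 as lower at 9 p.m., Hspe1 among them (adjusted p = 0.0431).

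The source data as held here name 422 of the 431 genes that the paper reports for 9 a.m. and 343 of its 348 for 9 p.m., chosen by the study on these libraries, so their direction is not independent evidence. Of the listed 9 a.m. genes, 420 could be tested, and 417 of them had a lower mean at 9 p.m. on the log2 scale, with a median log2 fold change of -0.99. For 143 of these, the libraries of the 2 times did not overlap. All 343 genes listed for 9 p.m. had a higher mean at 9 p.m., with a median of 1.43, and for 155 of them the libraries did not overlap. From its calls the paper concludes that the ChP translatome and secretome are regulated diurnally.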

(Fig. 2a). 

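Several groups of genes fixed in advance were compared between 9 a.m. and 9 p.m. in the TRAP libraries. Subunits of the proteasome, which degrades ubiquitinated proteins, were higher at 9 p.m. for 22 of 30 members measured (camera adjusted p = 0.0392, and adjusted p = 0.737 with an estimated correlation). The proteasome call was lost without 9 a.m. TRAP replicate 1 (adjusted p = 0.439) or 9 p.m. TRAP replicate 2 (adjusted p = 0.406), under quantile normalization (adjusted p = 0.0673) and with coding genes only and rescaled (adjusted p = 0.0910). Translation factors, which start and extend protein chains, had 27 of 36 members higher at 9 p.m. (camera adjusted p = 0.235). Core clock genes and their direct outputs had 12 of 18 members higher (camera adjusted p = 0.694), and Per2, a repressor of the clock, had an FPKM of 2.69 ± 1.62 at 9 a.m. and 10.3 ± 4.40 at 9 p.m. (SD, n = 3 each; limma adjusted p = 0.941). Immediate early genes had 8 of 9 higher (camera adjusted p = 0.154). Genes of the mTOR pathway were split evenly, 14 higher and 14 lower (camera adjusted p = 0.481), and of ER protein folding genes 14 of 26 were higher (camera adjusted p = 0.572). Heat shock genes of cytosol and mitochondria had 10 of 17 higher (camera adjusted p = 0.524), and adjusted over the list alone 2 of them passed, Hspe1 and Hspa8. Genes for ion and water transport, which drive CSF secretion, had 14 of 18 higher (camera adjusted p = 0.396). Epithelial markers of the ChP had 13 higher and 9 lower (camera adjusted p = 0.829). No member of these lists was called by limma over all genes.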

Gene sets identified from differentially enriched genes were substantially different between the two times (Fig. 2b–d; Supplementary Fig. 2a). Relevant to the role of ChP as a secretory epithelium, secreted proteins (Fig. 2e) and signal peptide-containing transcripts without a transmembrane domain, were differentially diurnally regulated in ChP (Supplementary Fig. 2b–g). 

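Of the secreted proteins drawn in Fig. 2e, all 11 marked for 9 p.m. had higher means in TRAP at 9 p.m. and all 17 measured of those marked for 9 a.m. had lower ones. The study chose them on these libraries, so the tally is not independent evidence. Serpine2, a secreted protease inhibitor, was at 32.4, 3.10 and 57.1 FPKM at 9 a.m. and at 0, 7.75 and 8.23 at 9 p.m., so the times overlapped. Kl, the anti-ageing factor Klotho, had an FPKM of 554 ± 66.0 (SD, n = 3) at 9 a.m. and 436 ± 28.7 (SD, n = 3) at 9 p.m., with no overlap between the times. Lama5, a laminin of the basement membrane, was at 21.9 ± 2.95 and 12.6 ± 0.795. None of the 28 genes was called by limma (each adjusted p = 0.941 or above).

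The 9 a.m. side of the drawing includes Alb, Hp and Apoc1, which encode plasma proteins made mainly in liver. Alb was at 34.0, 0.613 and 171 FPKM in the 9 a.m. TRAP libraries and at 0.157, 0.941 and 42.8 at 9 p.m. Hp was at 9.83, 0 and 108 at 9 a.m. and at 0, 0 and 1.86 at 9 p.m. Hepatocyte markers, a list of genes for another tissue, were lower at 9 p.m. for 9 of 9 members measured, with a median log2 fold change of -2.21 (camera adjusted p = 1.17e-04, and adjusted p = 0.737 with an estimated correlation). Without 9 a.m. TRAP replicate 3, their adjusted p was 0.0833.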

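Nuclear-encoded subunits of oxidative phosphorylation, ribosomal proteins of the mitochondria and ribosomal proteins of the cytosol were each higher as a list on RPL10A ribosomes at 9 p.m. by camera with a preset correlation, and with an estimated correlation the adjusted p was 0.737 for each of the 3 lists. Oxidative phosphorylation had 59 of 75 members higher, with a median log2 fold change of 0.57, or 0.41 above the median of all genes (camera adjusted p = 1.66e-05). For the mitochondrial ribosome, 58 of 77 members were higher, with a median of 0.98 (camera adjusted p = 0.00149). In the cytosolic ribosome 45 of 60 members were higher, with a median of 0.78 (camera adjusted p = 0.0106). Limma called 0 of their members over all genes, and adjusted over the list alone 3 mitochondrial genes (Mrpl52, Mrpl32 and Mrpl18) and 1 cytosolic gene (Rpl36a). Rpl4, of the large ribosomal subunit, had an FPKM of 83.3 ± 57.5 (SD, n = 3) at 9 a.m. and 164 ± 69.4 (SD, n = 3) at 9 p.m. Mrps24, a mitochondrial ribosomal protein, went the other way, with an FPKM of 46.8 ± 43.9 at 9 a.m. and 9.88 ± 6.54 at 9 p.m. The ribosomal and oxidative phosphorylation genes drawn in the paper for 9 p.m. had higher means at 9 p.m. for 9 of 9 and 18 of 18, and those drawn for 9 a.m. lower ones for 4 of 4 and 1 of 1, a direction the study selected on these libraries. Without 9 a.m. TRAP replicate 1 the adjusted p was 0.0704 for oxidative phosphorylation, 0.0704 for the mitochondrial ribosome and 0.306 for the cytosolic ribosome. Without 9 p.m. TRAP replicate 2 it was 0.385 for the mitochondrial and 0.593 for the cytosolic ribosome, and without 9 a.m. TRAP replicate 2 it was 0.0568 for the latter. Fold changes ran with transcript length across genes, which are not independent replicates (Spearman rho = -0.147 for the longest transcript and -0.0863 for the median transcript length). Removing the trend on the longest transcript gave an unadjusted camera p of 0.0540 for oxidative phosphorylation, against 1.80e-05 with the median transcript length.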

Gene sets associated with translation and active mitochondria were enriched at 9 p.m. (Fig. 2f, g), consistent with the abovementioned translation changes and crosstalk between metabolism and circadian clocks^33,34^. These data raise the hypothesis that ChP metabolism responds to environmental cues and correlates with increased translation activity. We also identified diurnal changes in ChP gene sets associated with barrier adhesion and permeability. These transcripts were largely upregulated at 9 a.m. 

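Integrins, basement membrane proteins and focal adhesion genes, which hold epithelial cells to their matrix, had 17 of 30 measured members lower at 9 p.m. than at 9 a.m. in TRAP, with a median log2 fold change of -0.14, or -0.31 relative to all genes (camera adjusted p = 0.0695). This list passed 0.05 under median-of-ratios scaling (adjusted p = 0.0485) and quantile normalization (adjusted p = 0.0489), where it was lower at 9 p.m. On the deposited scale the adjusted p was 0.737 with an estimated correlation, and it ranged from 0.0414 without 9 p.m. TRAP replicate 1 to 0.407 without 9 p.m. TRAP replicate 2. Tight junction genes, which seal the space between epithelial cells, had 16 of 29 lower (median -0.05, camera adjusted p = 0.235). For adherens junctions and desmosomes, 6 of 15 were lower and 9 higher (camera adjusted p = 0.568). ABC transporters, which pump compounds out of cells, had 12 of 21 lower (camera adjusted p = 0.476). Cldn1, a tight junction claudin, had an FPKM of 70.2 ± 21.8 (SD, n = 3) at 9 a.m. and 42.4 ± 18.9 (SD, n = 3) at 9 p.m. Thbs1, a matrix glycoprotein, was at 36.5 ± 4.04 and 20.2 ± 9.07, with no overlap between the times. Limma called neither gene over all those tested (adjusted p = 0.941 for both).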

(Fig. 2h), suggesting that the ChP epithelial barrier changes throughout the day, consistent with diurnal variations in ChP function. Taken together, these results show that the ChP translatome and secretome are regulated diurnally, with differential effects on translational machinery, secreted proteins, metabolism, and barrier components.

**Fig. 2:**
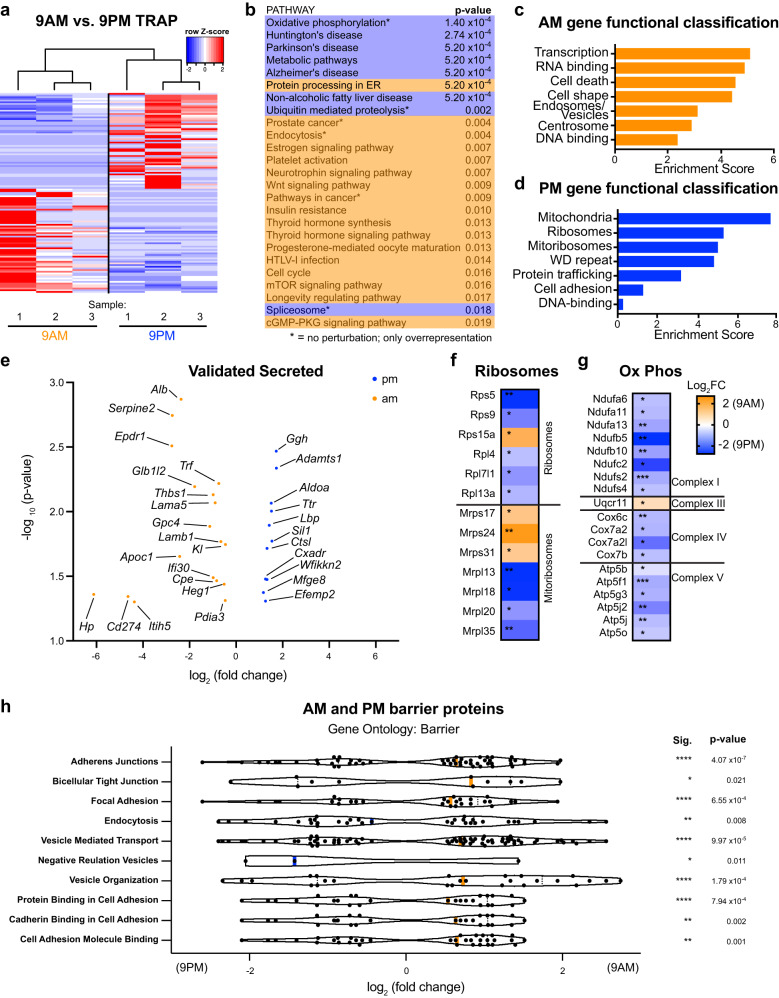
Association of ChP cytoplasmic, membrane bound, and secreted protein mRNAs with the ribosome is diurnally regulated. **a** Heatmaps and hierarchical clustering of z-scores for transcripts associated with RPL10A in LV ChP at 9 a.m. vs. 9 p.m. (adjusted *p* < 0.05). CuffDiff; adjusted *p* < 0.05; |log2 FC|>0.4. **b** All significantly regulated pathways from pathway enrichment and overrepresentation analysis (corrected for false discovery rate (FDR). **c**, **d** Top 7 enriched functional annotation clusters by DAVID in LV ChP at 9 a.m. (orange) and 9 p.m. (blue). **e** Volcano plot of significantly enriched RPL10A-associated transcripts with a product predicted to be secreted from LV ChP at 9 a.m. (orange) and 9 p.m. (blue). *p ≤ 0.01; **p ≤ 0.001; ***p ≤ 0.0001; ****p ≤ 0.00001; adjusted *p* values. **f** TRAP data for the individual genes associated with ribosomes and mitoribosomes. *p ≤ 0.01; **p ≤ 0.001; adjusted *p* values. **g** TRAP data for the individual genes associated with oxidative phosphorylation. *p ≤ 0.01; **p ≤ 0.001; ***p ≤ 0.0001; ****p ≤ 0.00001; adjusted *p* values. **h** TRAP data for the enriched pathways associated with barrier permeability. The median log_2_ fold change value is indicated by the solid vertical bar. *p ≤ 0.01; **p ≤ 0.001; ***p ≤ 0.0001; ****p ≤ 0.00001; adjusted *p* values. Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

### TTR accumulates in the ChP during the dark phase and depends on *Bmal1* and feeding cues

Of the top 5 dark phase-secreted proteins identified to be diurnally regulated at the level of translation, the mostly highly expressed gene was Transthyretin (*Ttr*) (Fig. 3a). 

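Ttr, which encodes transthyretin, had by far the highest FPKM of the 5 genes. It lies on chromosome 18 of mm10 from 20665280 to 20674321. In TRAP its FPKM was 27322 ± 5597 (SD, n = 3) at 9 a.m. and 44467 ± 10070 (SD, n = 3) at 9 p.m., a ratio of 1.63. All 3 libraries of 9 p.m. lay above all 3 of 9 a.m. (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was 0.70 (standard error 0.46, adjusted p = 0.941, limma). Maged1, a MAGE family protein, came next at 311 ± 93.2 and 552 ± 67.9 FPKM, a log2 fold change of 0.86. Adamts1, a secreted metalloprotease, had an FPKM of 39.4 ± 17.2 at 9 a.m. and 79.1 ± 36.5 at 9 p.m. (0.94). Ggh, which cleaves polyglutamated folates, was at 41.5 ± 34.2 and 120.5 ± 37.0 (2.34), and Sil1, a nucleotide exchange factor of the endoplasmic reticulum, at 28.9 ± 28.0 and 78.7 ± 23.2 (1.78). With 1 library left out the fold change of Ggh ranged from 0.93 (without 9 a.m. TRAP replicate 3) to 3.09 (without 9 a.m. TRAP replicate 2), and that of Sil1 from 1.29 to 2.51 without the same libraries. None of the 5 was called by limma (adjusted p = 0.941 for each), and the study chose them on these libraries.

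**Figure D2:**
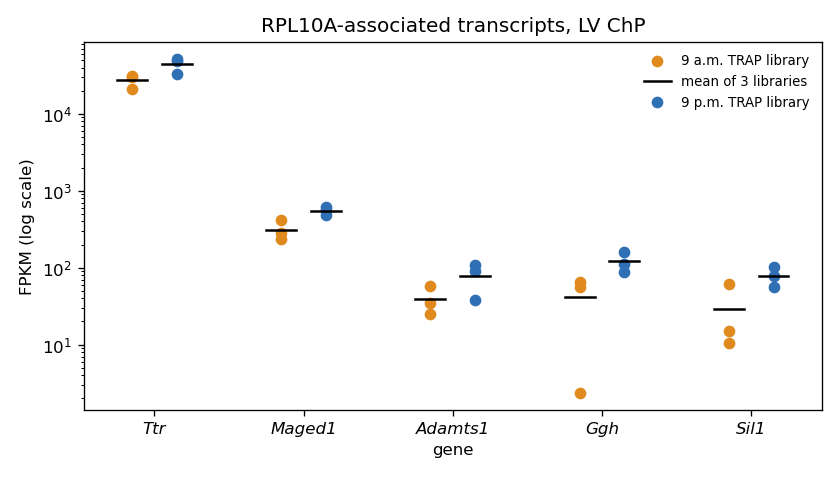
FPKM of Ttr, Maged1, Adamts1, Ggh and Sil1 in each TRAP library at 9 a.m. and 9 p.m., on a log axis. Each point is a library, with 3 per time. Ttr lies far above the other genes at both times.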

*Ttr* is a signature gene of the ChP that encodes a carrier protein for thyroid hormone, amyloid-β, and retinoic acid^35–37^. We validated the TTR expression pattern by immunoblotting at 9 p.m. vs. 9 a.m. (Fig. 3b, Supplementary Fig. 3c). A recent study in rat ChP identified about 1.5× rhythmic variation of *Ttr* transcript^38^, where the nadir and zenith were equivalent to noon and midnight, respectively. However, in our experiments in mouse, the modulation of *Ttr* expression was not reflected at the level of transcript abundance (Supplementary Fig. 3a, b, i). 

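The supernatant holds the RNA left unbound by the pull-down. It is not the total transcript that the paper measured by RT-qPCR in LV ChP, so it does not test that result. In the supernatant Ttr had an FPKM of 28068 ± 8345 (SD, n = 3) at 9 a.m. and 26733 ± 3454 (SD, n = 3) at 9 p.m., a log2 fold change of -0.04 (adjusted p = 0.999, limma). This small fold changed sign when each library was rescaled to the same sum (0.04), without 9 a.m. supernatant replicate 1 (0.19) and without 9 p.m. supernatant replicate 2 (0.05). At 9 p.m. TRAP exceeded the supernatant for Ttr by a log2 fold change of 0.71 (standard error 0.45, adjusted p = 0.818, limma), while at 9 a.m. it differed by -0.02. Under quantile normalization the 9 p.m. value was -0.29. That method sets each value by the gene's rank in its library, so it cannot measure a change in the FPKM of Ttr itself. As a share of coding FPKM, Ttr held 12.8% ± 1.76 of TRAP at 9 p.m. and 9.26% ± 0.873 at 9 a.m. (exact permutation test, p = 0.1, n = 3 each). In the supernatant it held 8.92% ± 0.786 and 9.15% ± 1.78 (exact permutation test, p = 0.8). The difference between TRAP and supernatant in the change with time was tested as an interaction over all 12 libraries. For Ttr it was 0.74 on the log2 scale (standard error 0.39, unadjusted p = 0.0830, adjusted p = 0.988, limma).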

Rather our data indicate that ribosomal association alone is likely to account for diurnal *Ttr* expression modulation (Fig. 3a).

**Fig. 3:**
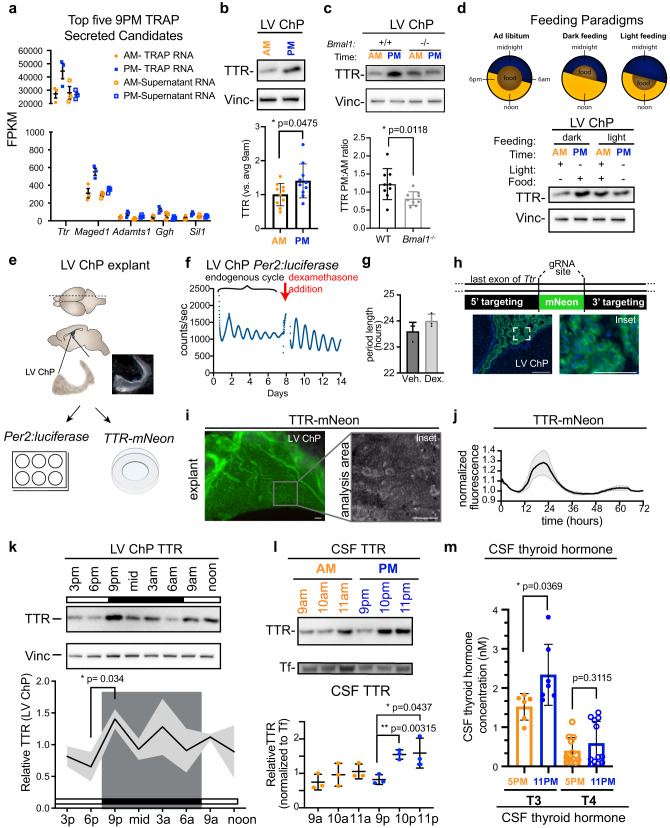
*Ttr* is preferentially translated by the ChP during the dark phase and is dependent on feeding. **a** The top 5 TRAP candidates enriched at 9 p.m. from ChP TRAP pulldown. FPKM for each individual mouse is shown at 9 a.m. (orange circles) and 9 p.m. (blue squares) for those transcripts associated with RPL10A (solid circles) and those in the supernatant (empty circles). These are candidates for preferential regulation at the level of translation. *N* = 3 biologically independent samples (LV ChP pooled from 3 animals per sample). Data are presented as mean values ± SEM. **b** Immunoblotting analysis and quantification of LV ChP expression of TTR protein. *p < 0.05 (*p* = 0.0475); Student’s two-tailed unpaired *t* test, *N* = LV ChP from 10 biologically independent animals at each time over 3 independent experiments. Data are presented as mean values ± standard deviation (SD). **c** Immunoblotting of ChP protein extracts for TTR showed that increased protein levels at 9 p.m. is dependent on *Bmal1*. Quantification of the TTR intensity ratio between 9 a.m. and 9 p.m. in WT and *Bmal1*^*−/−*^ animals. *p < 0.05 (*p* = 0.0118); Student’s two-tailed unpaired *t* test, *N* = 8 ratios from biologically independent pairs of animals from each genotype over 3 independent experiments. Data are presented as mean values ± standard deviation (SD). **d** Schematics of the restricted feeding regimes used as related to the *ad libitum* paradigm that was used for the previous studies up until this point. Immunoblotting of ChP protein extracts for TTR showed that increased protein levels at 9 p.m. is dependent on feeding behavior. **e** Experimental setup for explant studies including PER2:LUC luminometry and TTR:mNeonGreen microscopy. **f** Representative PER2:LUC oscillations in isolated culture before and after addition of dexamethasone. **g** Average period length for PER2:LUC ChP oscillations in isolated culture before and after dexamethasone are close to 24 h. *N* = 3 ChP over 2 independent experiments. Data are presented as mean values ± SEM. **h** Genetic targeting used to generate *Ttr*^*mNeonGreen*^ mouse showing appropriate distribution of mNeonGreen to ChP epitheial cells. Scale bar = 100 μm; inset scale bar = 50 μm. **i** Explant preparation from *Ttr*^*mNeonGreen*^ ChP (scale bar = 100 μm; inset scale bar = 100 μm) shows **j** rhythmic oscillations of mNeonGreen across the day ex vivo. *N* = 2 LV ChP over 2 independent experiments. Data are presented as mean values normalized to the final value and shaded area represents range. **k** Immunoblotting of TTR in LV ChP across a whole day at 3-h intervals shows sharp upregulation of TTR in ChP during the dark phase. *p = 0.034 corrected for 8 comparisons with Šídák’s multiple comparisons test. Solid line represents average (normalized to vinculin and TTR average value) and shaded area represents standard deviation (SD). *N* = 3 biologically independent animals at each time across 3 independent experiments. **l** Immunoblotting of constant volumes of CSF shows sharp upregulation of TTR in CSF at 10 p.m. and 11 p.m. relative to transferrin (Tf). *p < 0.05 (*p* = 0.0437), *p < 0.01 (*p* = 0.00315); Student’s two-tailed unpaired *t* test. *N* = 3 biologically independent animals at each time across 2 independent experiments. Data are presented as mean values ± standard deviation (SD). **m** CSF concentration of active thyroid hormone T3 (triiodothyronine) and the circulating form T4 (thyroxine) at 5 p.m. (orange) and 11 p.m. (blue). *p < 0.05 (*p* = 0.0369), Student’s two-tailed unpaired *t* test. *N* = 7 biologically independent animals at each time in one experiment. Data are presented as mean values ± standard deviation (SD). Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

To uncover how ChP-TTR is regulated throughout the day, we first used *Bmal1-*null mice with a disrupted molecular clock. Diurnal ChP-TTR protein expression depended on the molecular clock and was altered in ChP from *Bmal1*-null mice (Fig. 3c). Since the intrinsic cell-autonomous clock is absent in *Bmal1*-null mice, all circadian behaviors, including feeding, are disrupted^39,40^. Therefore, this model could not discern whether the observed ChP molecular clock was entrained by pacemaker-driven intrinsic cues alone or secondarily to feeding or other nutrition-dependent behaviors. To distinguish between these variables, we took advantage of the fact that feeding cues have the ability to entrain many peripheral clocks^34^ and tested the in vivo effects of switching from an ad libitum feeding paradigm to time-restricted feeding (Fig. 3d; Supplementary Fig. 3e–h). This feeding restriction paradigm allowed us to decouple feeding-driven metabolic and behavioral clocks from the light-driven SCN clock^39–41^. We found that diurnal regulation of ChP TTR protein levels was dependent on feeding. The high dark-phase TTR protein expression was maintained in ChP from mice receiving dark-phase restricted feeding but was equalized in ChP from mice restricted to light-phase feeding, while transcript levels were unaffected (Fig. 3d, Supplementary Fig. 3e–h). These results demonstrate that the ChP responds to external cues (e.g., nutrition or activity) to modulate its own output, in concert with the molecular clock. These results both suggest that the ChP and CSF systems functionally respond to complex nutritional and behavioral input and provide a framework for testing roles of specific inputs into the system.

### Tracking ChP and TTR rhythmicity ex vivo in ChP explants

Because ChP translation changed diurnally, we further refined the timeline of ChP output through the day. We used ChP explants^42^ from *Per2:luc* mice in which luciferase bioluminescence luminometry reports the expression of the circadian clock gene, *Period2 (Per2)*^43^ (Fig. 3e). We tracked ex vivo ChP rhythmicity over 14 days, and from these readouts, calculated the average period length to be just under 24 h (Fig. 3e–g). This period length was indistinguishable between endogenous explants and after addition of the potent zeitgeber dexamethasone (Fig. 3f, g), which, consistent with its endogenous ability to synchronize clocks^44^, resynchronized the tissue without altering the period length. In parallel, we found significant circadian oscillations in key clock components *Per2* and *Bmal1* by RT-qPCR (Supplementary Fig. 1, S3a). These results corroborate previous studies showing that ChP maintains endogenous rhythmicity^14,17^, and add the observation that ChP tissue is responsive to extrinsic glucocorticoid cues.

To test for circadian expression of TTR within individual animals rather than from cumulative terminal samples collected at each time, we used genome editing to generate a *Ttr*^*mNeonGreen*^ reporter mouse where TTR harbors a C-terminal mNeonGreen tag (Fig. 3h, Supplementary Figs. 3d, 4a). The protein appropriately localized to ChP epithelial cells (Fig. 3h, Supplementary Fig. 3d), and was secreted into CSF (Supplementary Fig. 4b). Ex vivo 3-day imaging of ChP explants generated from *Ttr*^*mNeonGreen*^ mice indicated that TTR protein levels in ChP tissue cycle across circadian time (Fig. 3i, j). We validated these findings by immunoblotting lysates of ChP collected at 3 h intervals. TTR protein was substantially upregulated in ChP at 9 p.m., 2 h after lights-off, and remained relatively high throughout the dark phase (Fig. 3k), as in liver (Supplementary Fig. 3j). Using multi-day ex vivo monitoring, we confirmed prior reports of ChP circadian rhythmicity ex vivo (Myung et al., 2018), and then developed an imaging pipeline to track endogenous patterns of ChP-TTR expression in real-time. Collectively, we demonstrate that ChP-TTR diurnal protein level variations are post-transcriptionally regulated and suggest that ChP-TTR expression peaks around lights-off.

We then asked how ChP-TTR affected CSF-TTR and found that after the onset of the dark phase, CSF-TTR levels (relative to the stably expressed iron binding protein Transferrin (Tf)), increased with a slight delay such that by 10 p.m., CSF-TTR was increased compared to 9 p.m., and CSF-TTR remained high at 11 p.m.^45–47^ (Fig. 3l). Because a key role of TTR is to transport thyroid hormone, we hypothesized that levels of CSF thyroid hormone would correspond with changing TTR availability. To test this idea, we developed a liquid chromatography-mass spectrometry (LC-MS) method for CSF thyroid hormone detection, where we optimized several parameters, including chromatography-based analyte separation, ionization, detection, and chemical preservation. Focusing on the time during which the TTR transition occurs, between 6 pm and midnight (Fig. 3k), we found that increased CSF-TTR was accompanied by concurrent changes in multiple polar metabolites in CSF including an increase in active thyroid hormone T3 (triiodothyronine) (Fig. 3m) at 9 p.m., but not a significant change in the circulating form T4 (thyroxine) (Supplementary Fig. 3k, l). Collectively, application of several analysis modalities revealed that global changes in ChP protein expression track in register with CSF-TTR levels. Consistent with a role for CSF-TTR in thyroid hormone transport and retention, CSF-T3 increased during the dark phase when CSF-TTR was higher. Because thyroid hormone levels play critical roles in neurodevelopment and metabolism as well as in depression, mania and other psychiatric manifestations^48–52^, these data may have implications for thyroid sensitive brain functions and pathology.

### Real-time tracking of CSF-TTR levels throughout the day in awake mice

We sought to determine whether the time course of changes in ChP TTR resulted in parallel changes in TTR secretion into the CSF. Serial CSF sampling for immunoblotting is not suitable for this experiment because as a terminal procedure, it introduces both inter-individual variability and stress-related handling artifacts which may impair measurement accuracy. We overcame these challenges by adapting fiber photometry to the CSF in the *Ttr*^*mNeonGreen*^ mouse line. Adult wild-type and *Ttr*^*mNeonGreen*^ mice were outfitted with bilateral LV cannulae and optical fibers for freely-moving photometry recordings from CSF lasting between 24 and 96 h (Fig. 4a, b, Supplementary Fig. 4c–f). CSF mNeonGreen fluorescence showed a robust and sustained increase across the first lights-off transition, with the rise in CSF-TTR signal beginning up to two hours before the lights were extinguished (Fig. 4c). More than half of the *Ttr*^*mNeonGreen*^ photometry recordings demonstrated peak response magnitudes (defined as the average signal between 8:30 p.m. and 9:30 p.m.) above the range of autofluorescence levels observed in wild-type mice. Among these recordings showing robust increases in TTR levels, 20% of the peak signal was achieved a median of 66.9 min before lights-off (Fig. 4d–f, Supplementary Fig. 4g). The real-time readout of CSF fluorescence enabled by the photometry method thus demonstrates that the diurnal rhythm of CSF-TTR anticipates the light transition rather than being a direct consequence of light-sensitive brain activity. This result suggests that CSF-TTR is likely regulated by an intrinsic timing mechanism. Notably, a smaller subset of mice demonstrated a nearly flat signal within the range of wild-type variability, and several outliers showed a slow decrease in mNeonGreen signal over the same timescale, likely reflecting inter-individual differences in cannula placement as well as diurnal rhythm disruptions due to handling stress.

**Fig. 4:**
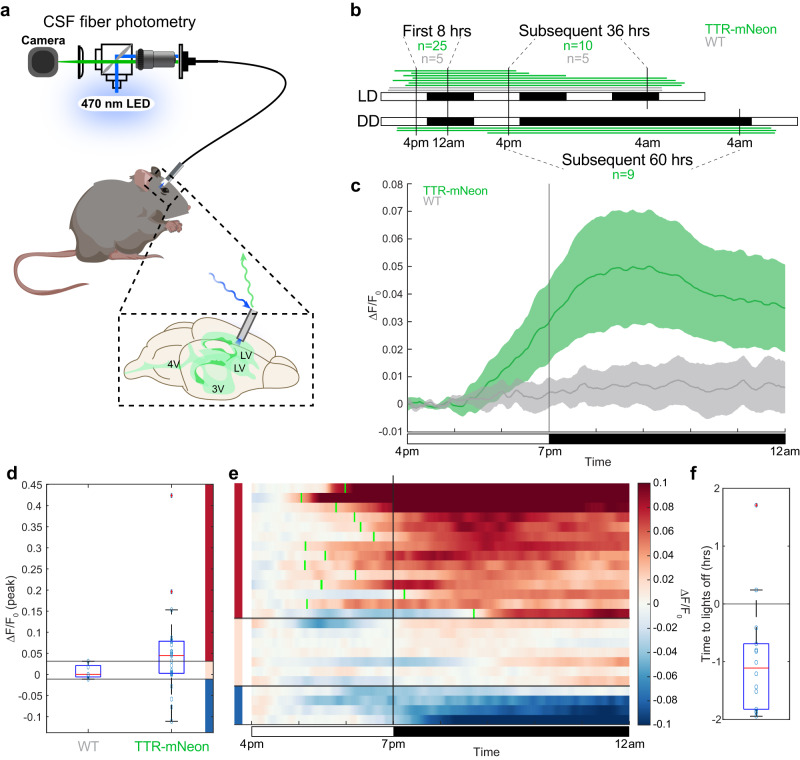
CSF TTR is dynamic across the day. **a** Schematic of the freely-moving photometry setup, consisting of a 470 nm LED light source, CMOS camera for signal collection, and patch cord to the animal. Inset shows the geometry of the optical fiber in the cannula relative to the ventricular system of the mouse. **b** Overview of all summarized photometry recordings, with each bar indicating the start (on the left) and stop times (three animals recorded simultaneously in each recording). The first 8 h (light-dark transition) of both the light–dark and dark-dark recordings were combined for analyses and subsequently treated separately for the later periods when the light patterns were distinct. Two *Ttr*^*mNeonGreen*^ and one wild-type animal were excluded from analysis for health reasons. **c** Summary of all *Ttr*^*mNeonGreen*^ and wild-type recordings in the first 8-h period around the first lights-off. *N* = 25 biologically independent *Ttr*^*mNeonGreen*^ animals across seven independent experiments and *N* = 5 biologically independent wild-type animals across two experiments. Data are presented as mean values ± standard error of the mean (SEM). **d** Peak responses, defined as the average signal over the 8:30 p.m.—9:30 p.m. interval, of all *Ttr*^*mNeonGreen*^ and wild-type recordings summarized in **c**. Horizontal lines are drawn at the minimal and maximal wild-type signals, and *Ttr*^*mNeonGreen*^ recordings are categorized based on these subdivisions into strong responders (top group, red), wild-type-like responders (middle group, peach), and dropping signals (bottom group, blue). **e** Heatmap showing each individual recording summarized in **c**, with subgroups color-coded as in **d**. Green tick marks on the heatmap indicate the times where each strongly responding trace reaches 20% of its peak signal (average between 8:30 p.m. and 9:30 p.m.). **f** Summary of the green tick marks in the heatmap in **e**, indicating that 20% peak response is reached a median of 66.9 min before lights-off. Box plots in **d**, **f** show median value at the red central bar, with the bottom and top edges of the box indicating the 25th and 75th percentiles, respectively. The whiskers extend to the most extreme values not considered outliers, and outliers (more than 1.5 times the interquartile range away from median) are plotted individually and marked with a red ‘+’ symbol. Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

Next, we continuously monitored mNeonGreen fluorescence across several days. We found that the trend of increasing CSF fluorescence in the night and decreasing fluorescence in the day persisted both during normal light–dark cycling as well as during complete darkness with a period just under 24 h (Fig. 4b, Supplementary Fig. 4h–j). Notably, despite a decay of the mNeonGreen signal over tens of hours due to photobleaching, the modulation amplitude over a 24-h cycle remained significantly greater in *Ttr*^*mNeonGreen*^ mice relative to wild-type controls a day or more into the recording, indicating that the signal remained above background autofluorescence (Supplementary Fig. 4k). Collectively, these results suggest that the diurnal rhythm of CSF TTR is not strictly determined by the light cycle, but the pattern of expression is maintained even in the free-running state, when the light cues disappear, suggesting a level of autonomy from the light-driven clock cues.

### ChP metabolism is diurnally regulated

In addition to secreted proteins, mRNA transcripts encoding ribosome components, mitoribosome subunits, and components of the electron transport chain oxidative phosphorylation pathway were preferentially associated with ribosomes during the dark phase (Figs. 2b, f, 5a–c). 

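Complex V, the ATP synthase, had 14 of 15 subunits higher at 9 p.m. in TRAP (camera adjusted p = 3.54e-04), and complex I, the NADH dehydrogenase, had 26 of 34 higher (camera adjusted p = 7.50e-04). Both had an adjusted p of 0.737 with an estimated correlation. Without 9 a.m. TRAP replicate 1 the adjusted p was 0.339 for complex V and 0.0573 for complex I, and without 9 p.m. TRAP replicate 2 it was 0.143 for complex I. Complex IV, cytochrome c oxidase, had 10 of 13 subunits higher (camera adjusted p = 0.0527), complex III 7 of 9 (camera adjusted p = 0.629), and complex II 2 of 4 (camera adjusted p = 0.517). Citric acid cycle enzymes had 16 of 21 higher (camera adjusted p = 0.0910), the pentose phosphate pathway 5 of 7 (camera adjusted p = 0.323) and glycolysis 9 of 16 (camera adjusted p = 0.774). Ndufb10, of complex I, had an FPKM of 248 ± 141 (SD, n = 3) at 9 a.m. and 618 ± 273 (SD, n = 3) at 9 p.m., a log2 fold change of 1.43. Atp5j, of complex V, was at 709 ± 222 and 1407 ± 574 (0.94), and Cox6c, of complex IV, had a log2 fold change of 0.82. With 1 library left out, that of Ndufb10 ranged from 0.81 (without 9 a.m. TRAP replicate 1) to 1.82 (without 9 p.m. TRAP replicate 3). That of Cox6c ranged from 0.43 (without 9 p.m. TRAP replicate 1) to 1.51 (without 9 p.m. TRAP replicate 3). Uqcr11, of complex III, was lower, at 842 ± 359 and 505 ± 200 FPKM (-0.74). Its fold change ranged from -1.02 (without 9 a.m. TRAP replicate 1) to -0.38 (without 9 p.m. TRAP replicate 3). Among the genes drawn in Fig. 5a, b, Cs, the citrate synthase, was at 43.0 ± 9.06 and 78.1 ± 7.56 FPKM, Ucp2, a carrier of the inner mitochondrial membrane, at 159 ± 57.6 and 317 ± 85.3, and Maob, a monoamine oxidase, at 120 ± 19.8 and 203 ± 46.2. For these last 3 genes the libraries of the 2 times did not overlap. Lars2, the mitochondrial leucyl-tRNA synthetase, was at 645 ± 243 and 421 ± 114. Each gene had a limma adjusted p of 0.941. Hk1, Slc25a3, Sdhc and Ogdh changed less than Cs, Ucp2 and Maob. Their ratios of mean FPKM, 9 p.m. over 9 a.m., were 1.11, 1.25, 1.31 and 0.876 (exact permutation test, p = 0.8, 0.4, 0.7 and 0.6). No mRNA encoded in the mitochondrial genome was among the genes measured.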

Since many components involved in aerobic respiration were upregulated at 9 p.m., we hypothesized that ChP capacity for oxygen consumption also differed across times of day. We used Agilent Seahorse XFe technology to monitor oxygen consumption as an index of the metabolic status using LV ChP explants taken from mice at 9 a.m. and 9 p.m. (Supplementary Fig. 5c–e). While we identified large changes in metabolic components from serial samples of acutely collected ChP (Fig. 5b, h, i), we did not observe functional metabolic differences in oxygen consumption or ATP production between 9 a.m. and 9 p.m. in ChP explants in constant 0.18% glucose (Supplementary Fig. 5d, e). For reference, normal mouse blood glucose is 80–100 mg/dL (0.08–0.1%) between fasting and feeding, and normal CSF glucose is usually ~60% of the plasma level^53^. We presume that explanted ChP tissue rapidly adapted to the glucose-rich media of the assay, precluding accurate testing of diurnal ChP respiration ex vivo.

**Fig. 5:**
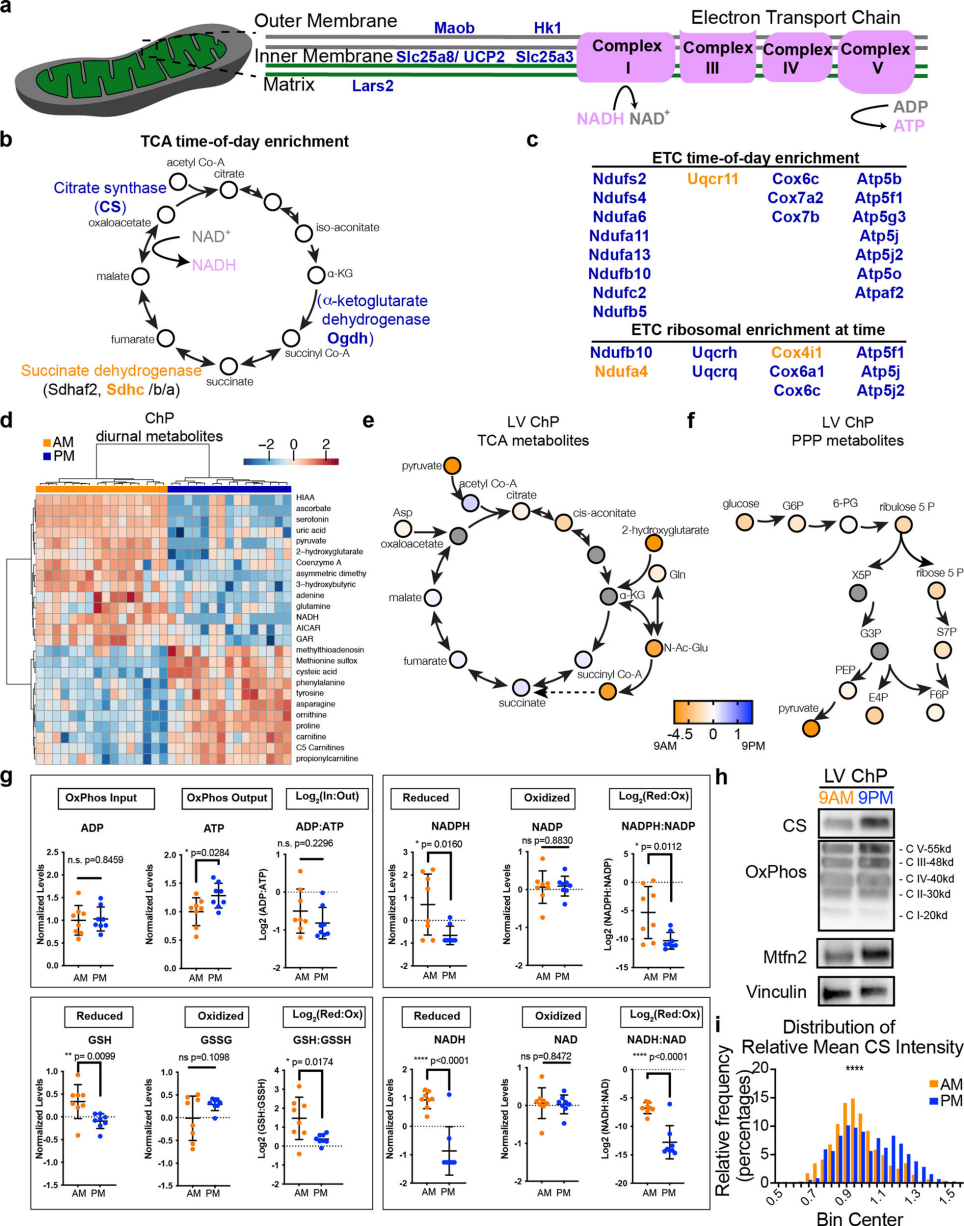
ChP metabolic components and metabolites are diurnally regulated. **a**–**c** Schematics of the mitochondrial transport, the citric acid (TCA) cycle, and electron transport chain components. Those components that show altered enrichment on the ribosome at either 9 a.m. (orange) or 9 p.m. (blue). Listed components include those that are significantly associated with ribosomes at either 9 a.m. or 9 p.m. and those that are enriched on ribosomes vs. off ribosomes at either 9 a.m. or 9 p.m. **d** Heatmap of top 25 changed metabolites in 9 a.m. vs 9 p.m. ChP. **e** Metabolite log_2_ (ratio) for TCA intermediates in 9 a.m. and 9 p.m. LV ChP. *N* = 8 biologically independent animals at each time in one experiment. **f** Metabolite log_2_ (ratio) for pentose phosphate pathway (PPP) intermediates in 9 a.m. (orange) and 9 p.m. (blue) LV ChP. *N* = 8 biologically independent animals at each time in one experiment. **g** Values of common redox electron donor and recipient pairs followed by the log_2_ (reduced: oxidized ratio) showing increased oxidation at 9 p.m. (blue) in LV ChP. *N* = 8 biologically independent animals at each time in one experiment; Student’s two-tailed unpaired *t* test. Data are presented as mean values ± standard deviation (SD). **h** Immunoblotting for citrate synthase (CS), core components of the electron transport chain (OXPHOS; CV-Atp5a; CIII-Uqccrc2; CIV-Mtco1; CII-Sdhb; C1-Ndufb8), mitofusin2 (Mtfn2) showed enriched mitochondrial components during the 9 p.m. dark phase. **i** Quantification of citrate synthase (CS) intensity in immunohistochemistry of LV ChP epithelial cells showed a shift toward higher intensity expression of CS at 9 p.m. (blue) than at 9 a.m. (orange). ****p < 0.0001; Kolmogorov–Smirnov test, *N* = 5 biologically independent animals at each time across 2 independent experiments. Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

We overcame these ex vivo technical hurdles by adapting LC-MS targeted metabolomics that interrogated 250 small molecules covering major central carbon metabolism pathways, which allowed us to investigate in vivo changes in ChP metabolism. ChP tissues were collected at 9 a.m. and 9 p.m. and immediately processed and analyzed on our metabolomics platform, which allowed for a more precise and unbiased view of the tissue’s metabolome. Independent clustering reproducibly segregated the two populations of tissue and identified significantly different metabolites at these two times (Fig. 5d, Supplementary Fig. 5f, g). Consistent with differentially expressed citric acid cycle (TCA) genes (Fig. 5b), metabolites of the TCA reflecting oxidative phosphorylation through the electron transport chain (ETC) were increased during the dark phase (Fig. 5e). By contrast, metabolites indicating shuttling of glucose to the pentose phosphate pathway (PPP) accumulated in ChP during the light phase (Fig. 5f). This major metabolic shift indicates that local ChP metabolism is an output of diurnal cues (intrinsic or extrinsic). Strikingly, redox metabolites in the ChP, including NADH, NADPH, and GSH, were preferentially detected in their oxidized state during the dark phase, with accumulation of products of the ETC including ATP (Fig. 5g, Supplementary Fig. 5h) and a consistent decrease in the reduced:oxidized ratio of major redox metabolites including NADPH:NADP^+^, GSH:GSSG and NADH:NAD^+^ (Fig. 5g). The increased ATP and oxidated species are consistent with the increased mTOR-effector signaling observed during the dark phase as mTORC activation mediates oxidative phosphorylative metabolism^54^ (Fig. 1a). In addition to reflecting diurnal oxidative shifts, this newly generated differential ChP metabolite dataset is hypothesis-generating. For example, significant diurnal shifts in 2-hydroxyglutarate levels could suggest circadian differences in important physiological processes including responses to hypoxia and chromatin modifications^55^ (Supplementary Fig. 5i).

Consistent with higher levels of oxidative metabolism during the dark phase and with ChP-TTR levels depending on metabolic cues like feeding, the citric acid cycle enzyme Citrate synthase (CS), oxidative phosphorylation (OXPHOS) components (CV-ATP5A; CIII-UQCCRC2; CIV-MTCO1; CII-SDHB; C1-NDUFB8), and Mitofusin2 (MFN2) were all upregulated at 9 p.m. in LV ChP (Fig. 5h). In addition, the amount of CS within individual ChP epithelial cells was increased (Fig. 5i), although the number of mitochondria remained unchanged in each ChP epithelial cell (Supplementary Fig. 5a, b). Collectively, our data suggest that the ChP maintains an endogenous circadian rhythm that 1) diurnally regulates metabolic processes including TCA, ETC, and overall oxidative state, and 2) adapts on a relatively fast timescale in response to external systemic nutritional cues.

### ChP barrier components and microstructure are diurnally regulated

ChP epithelial cells comprise the blood-CSF barrier, a key brain barrier regulating selective access of systemic cues to the CNS^56^. Because barrier components were differentially regulated in our diurnal TRAP data, we next tested whether the blood-CSF barrier properties are diurnally regulated. Extracellular matrix (ECM) and adhesion proteins are necessary for appropriate circadian rhythmicity in other epithelia^57–60^ and in the BBB^61^. 

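Genes of endocytosis, from clathrin coats to sorting nexins, had 27 of 48 measured members lower at 9 p.m. than at 9 a.m. in TRAP, with a median log2 fold change of -0.13 (camera adjusted p = 0.476). ESCRT genes, which bud vesicles into endosomes, had 6 of 19 lower and 13 higher (camera adjusted p = 0.517). Clta, a clathrin light chain, had an FPKM of 64.8 ± 58.8 (SD, n = 3) at 9 a.m. and 156 ± 62.9 (SD, n = 3) at 9 p.m., a log2 fold change of 1.62 (limma adjusted p = 0.941), which ranged from 0.90 without 9 a.m. TRAP replicate 3 to 2.34 without 9 a.m. TRAP replicate 2. Vps26a, of the retromer complex that recycles endosomal cargo, was at 37.1 ± 27.5 and 20.3 ± 13.5. Limma called no member of either list over all genes tested.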

Pathway enrichment analysis (Advaita) of our data revealed endocytosis (*p* = 0.004, FDR correction), and gene ontology (GO) enrichment analysis identified vesicle-mediated transport (*p* = 9.97 × 10^−5^, FDR correction) to be significantly upregulated in ChP during the day (Figs. 2h, 6a, S6a), consistent with a more permeable blood-CSF barrier during the light phase. Barrier components showed TRAP profiles consistent with higher levels of translation during the light phase (Fig. 6a). 

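All 6 genes drawn in Fig. 6a had lower means at 9 p.m. than at 9 a.m. in TRAP, as the study selected them on these libraries. Itgb8, an integrin that binds latent TGF-β, had an FPKM of 131 ± 6.88 (SD, n = 3) at 9 a.m. and 54.3 ± 6.97 (SD, n = 3) at 9 p.m., with no overlap. It lies on chromosome 12 of mm10 from 119158022 to 119238802. Its log2 fold change was -1.26 (standard error 0.35, unadjusted p = 0.00395, adjusted p = 0.941, limma), and in the supernatant it was -0.50. Slc7a8, an amino acid transporter, was at 54.8 ± 5.63 and 23.7 ± 16.6 FPKM, a log2 fold change of -1.48. Cdh3, P-cadherin of the adherens junction, was at 60.0 ± 7.18 and 34.2 ± 6.80 (-0.81). Abcf3, an ABC family protein, was at 36.1 ± 23.1 and 15.6 ± 6.48 (-1.05), and Snx12, a sorting nexin, at 30.2 ± 28.9 and 5.97 ± 7.50 (-2.38). The fold change of Abcf3 ranged from -1.36 (without 9 a.m. TRAP replicate 1) to -0.58 (without 9 a.m. TRAP replicate 3). For Snx12 the spread at 9 a.m. was close to the mean, and its fold change ranged from -3.26 (without 9 p.m. TRAP replicate 2) to -1.66 (without 9 p.m. TRAP replicate 1), while that of Slc7a8 was -0.78 without 9 p.m. TRAP replicate 1. None of these 5 genes was called by limma over the genes tested (adjusted p = 0.941), nor was Chmp1b (adjusted p = 0.985).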

While four of these candidates demonstrated mild 24 h rhythmicity at the transcript level (Fig. 6b) [integrin beta-8 (*Itgb8*), solute carrier family 7 member 8 (*Slc7a8*), cadherin3/p-Cadherin (*Cdh3*), ATP binding cassette subfamily F member 3 (*Abcf3*), and intracellular trafficking component sorting nextin 12 (*Snx12*)], transcriptional regulation alone is insufficient to explain the drastic variation in their ribosomal loading between 9 a.m. and 9 p.m. In fact, *Cdh3* was the only one of these genes to have a peak in transcript level in the middle of the day. The other genes showed a striking phase reversal in that transcript levels peaked around 9 p.m. while ribosomal loading was clearly higher at 9 a.m. Notably, *Chmp1b* mRNA was not rhythmic even though TRAP revealed differential ribosome association of its transcripts. These data suggest that translational circadian regulation can be significantly out of phase from transcript rhythmicity, an important consideration in circadian studies relying on transcriptional readouts (Fig. 6b, Supplementary Fig. 6a). 

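Chmp1b, a subunit of the ESCRT-III complex that cuts membranes, had an FPKM of 29.4 ± 28.8 (SD, n = 3) at 9 a.m. and 17.9 ± 6.58 (SD, n = 3) at 9 p.m. in TRAP. The 9 a.m. libraries were at 5.38, 21.4 and 61.3. The log2 ratio of mean FPKM was -0.72, and the log2 fold change on the log2(FPKM + 1) scale was -0.20 (standard error 0.82, adjusted p = 0.985, limma), smaller than its standard error. The latter turned to 0.59 without 9 a.m. TRAP replicate 3 and to 0.10 without 9 p.m. TRAP replicate 3.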

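Of the zinc transporters measured in TRAP, 10 of 16 had higher and 6 lower means at 9 p.m. than at 9 a.m. (camera adjusted p = 0.774). Slc39a9, which moves zinc into the cytosol, had an FPKM of 37.2 ± 12.8 (SD, n = 3) at 9 a.m. and 20.0 ± 7.70 (SD, n = 3) at 9 p.m., a log2 fold change of -0.86. Slc30a5, which loads zinc into the secretory pathway, was at 35.0 ± 12.2 and 16.7 ± 1.92 (-0.97). Slc30a1, the zinc exporter of the plasma membrane, was at 4.57 ± 3.13 and 14.4 ± 3.97, a log2 fold change of 1.67 towards 9 p.m., or 1.04 without 9 a.m. TRAP replicate 3. The limma adjusted p was 0.941 for each of the 3 genes.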

Diurnally regulated solute carriers included neutral amino acid transporter *Slc7a8* (Lat2) known to maintain minimal CSF amino acid concentrations^62^ and zinc transporters (*Slc39a9, Slc30a5, Slc30a1*) necessary for function of other epithelia^63^ (Fig. 6a, b, S6a). These data support a potential permeability, absorption, or clearance role associated with the late afternoon peak of these family members in ChP (Fig. 6a, b).

**Fig. 6:**
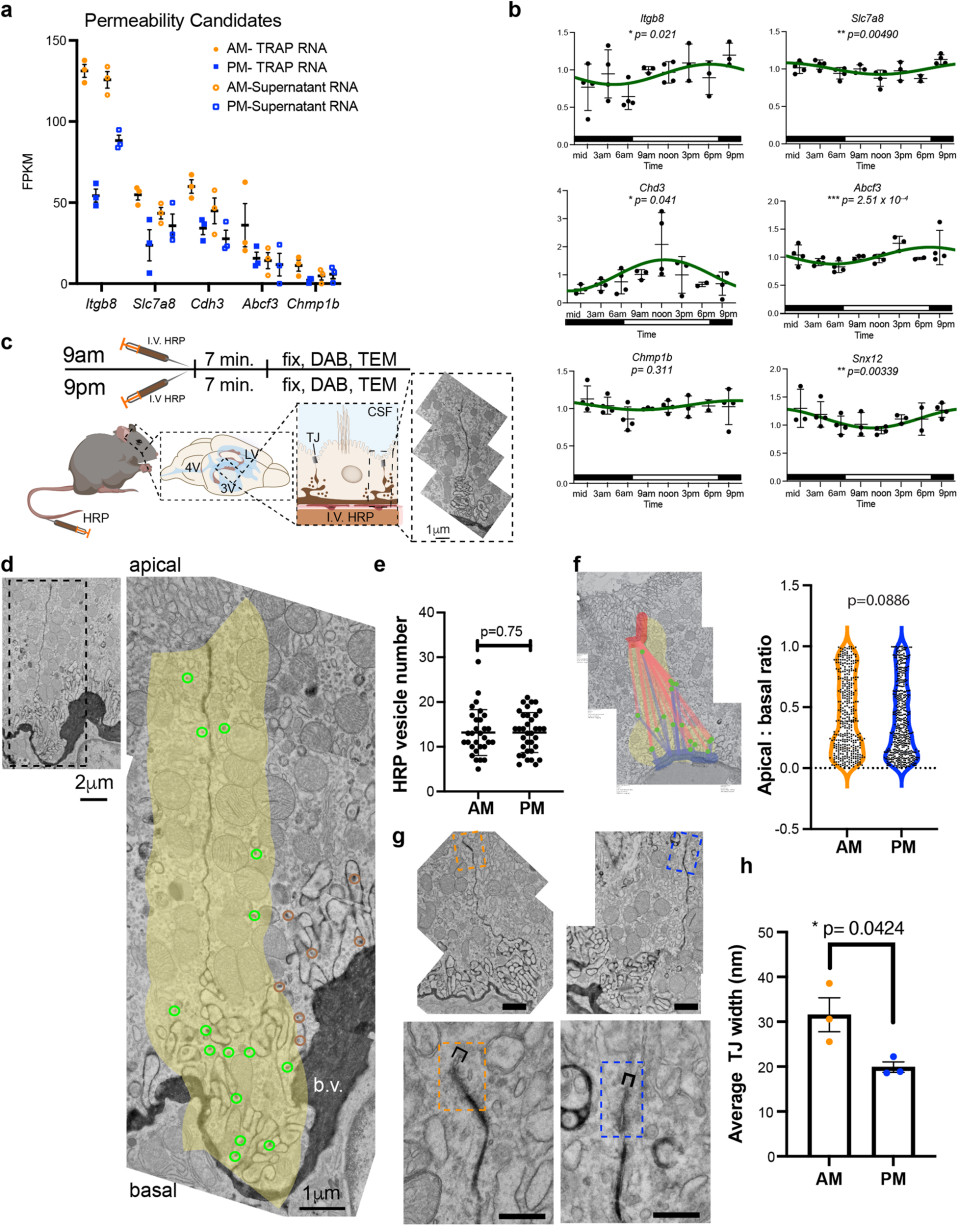
ChP barrier components and permeability are diurnally regulated. **a** TRAP candidates associated with barrier function. FPKM for each individual mouse is shown at 9 a.m. (orange circles) and 9 p.m. (blue squares) for those transcripts associated with RPL10A (solid) and those in the supernatant (open). *N* = 3 biologically independent samples (LV ChP pooled from 3 animals per sample). Data are presented as mean values ± standard deviation (SD). **b** RT-qPCR analysis of the expression of barrier components *Itgb8, Slca8, Chd3, Abcf3*, *Chmp1b*, and *Snx12* in LV ChP every 3 h. *Itgb8, Slca8, Chd3, Abcf3*, and *Snx12* showed significant rhythmicity by RAIN analysis. *N* = 4 biologically independent animals at each time across 2 independent experiments. **c** Experimental design for barrier permeability assay using intravenous (i.v) injection of horseradish peroxidase (HRP) followed by transmission electron microscopy. **d** Example of HRP-filled vesicles (green circles) taken up during the 7-min incubation period within the peri-junctional area (yellow shading). Vesicles outside of the quantified region are circled in brown. **e** Quantification of total number of HRP-filled vesicles in the peri-junctional area. Each point represents one junction, data combined from three animals at each timepoint. Welch’s two-tailed unpaired *t* test, *N* = 3 biologically independent animals per time in one experiment. **f** Example of the apical-basal distances calculated for HRP-filled vesicles in the peri-junctional area. Quantification of the (apical-basal)/apical ratio (0 = basal (blue); 1 = apical (red) for HRP-filled vesicles in the peri-junctional area at 9 a.m. (orange) and 9 p.m. (blue). Kolmogorov–Smirnov test, *N* = 3 biologically independent animals per time in one experiment. **g** Example of tight junctions at apico-lateral surface of ChP epithelial cells. Dotted box indicates junction area and bracket indicates width. Scale bars: top = 1 μm; bottom zoom = 500 nm. **h** Quantification of distances between each cell membrane within the tight junction. Each point is the average of 5 distances per junction for 10 junctions in a single animal. *p < 0.05; Welch’s two-tailed unpaired *t* test, *N* = 3 biologically independent animals per time in one experiment. Data are presented as mean values ± standard error of the mean (SEM). Male mice were analyzed. Source data are provided as a Source Data file (Source Data).

To test this idea, we next compared ChP epithelial barrier properties at 9 a.m. vs 9 p.m. by adapting a traditional blood–brain barrier assessment technique^64^ of intravascular horseradish peroxidase (HRP) labeling to observe ChP transcytosis and tight junction morphology (Fig. 6c). We did not observe significant differences in the number of transcytosed vesicles from the blood into ChP epithelial cells along the basolateral surface of the cell-cell junction (Fig. 6d, e, Supplementary Fig. 6b). While we noted a trend toward more vesicles localized near the apical surface during the light phase, there was variability among individuals (Fig. 6f, Supplementary Fig. 6c). The apical tight junction, however, was significantly and substantially wider during the 9 a.m. light phase (Fig. 6g, h, Supplementary Fig. 6d, e), potentially indicating a more permeable ChP barrier during the light phase. Taken together, our results show rhythmicity in structural components that support a model that the blood-CSF barrier, like the blood–brain barrier (BBB), exhibits higher permeability during the light phase^65^. This model suggests potential implications for differential CSF/ brain access of drugs and systemic cues throughout the day. This sensitive set of analyses can be broadly applied to query ChP barrier permeability changes in other states and circumstances.

## Discussion

We developed, curated, and adapted a set of multi-modal approaches that comprise an integrated toolkit for analyzing the ChP-CSF axis across circadian time and in response to associated environmental cues. Additionally, data generated from low-abundance samples of mouse ChP and CSF analyzed with this toolkit represent valuable benchmarks for how the ChP and CSF change throughout the day and respond to external cues. We used TRAP ribosomal pulldown, ex vivo ChP explant luminometry and microscopy, in vivo CSF fiber photometry using a *Ttr*^*mNeonGreen*^ reporter mouse generated for this purpose, CSF and ChP metabolomics, and ChP barrier analysis. Using these tools, we demonstrated that ChP translation and protein synthesis were regulated diurnally, with higher levels of translation taking place during the dark phases when these animals are more active. This change in translation involved distinct sets of proteins synthesized by the ChP during the dark vs. light phases. These proteins were involved in the core ChP functions of secretion, metabolism, and brain barrier properties. We focused on TTR because it emerged as a top candidate from TRAP analysis and is a key component of ChP and CSF. We found that TTR protein abundance responded to feeding cues and required the molecular clock component *Bmal1*. Ultimately, diurnal regulation of ChP-TTR expression modulated CSF-TTR levels. Concurrently, ChP metabolism was substantially different between day and night with more oxidative phosphorylation during the dark phase. The data were consistent with a more permeable ChP barrier during the light phase. Together, these tools described concerted daily changes in the ChP and CSF with far-reaching consequences for understanding the composition of this essential and surgically accessible fluid.

Protein translation is emerging as a fundamental process by which circadian rhythmicity controls tissue functions throughout the body. For example, mTOR/4E-BP1-mediated translational control regulates entrainment and synchrony of the SCN master clock^66,67^. In liver, ribosome biogenesis, translation, and protein synthesis are downstream of core circadian components responsive to metabolic cues^24,26^. At the cellular level, BMAL1 rhythmically interacts with translational machinery to promote protein synthesis in response to mTOR signaling, thereby directly connecting circadian timing to the control of protein production^25^. Previous efforts to identify downstream effectors of this circadian rhythmicity on ChP output were somewhat inconclusive—mRNA quantification has either identified no change, as in the case of the water channel *Aqp1*^17^, or smaller changes for *ApoJ* and *Ttr* in rats^38^. TTR itself could be induced in cultured ChP cells by glucocorticoids, and upregulated in liver, ChP, and CSF by acute and sometimes chronic stress^68^. The bursts in ChP translation that we observed in the dark phase are likely followed by protein clearance (degradation or removal via CSF outflow) to manifest the quick shifts in protein availability. Consistent with this hypothesis, pathway analysis suggests increased ChP ubiquitin mediated proteolysis during the light phase (*p* = 0.002, FDR correction) and previous studies indicate that CSF production and distribution shift diurnally^2,5^. 

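Enzymes that attach ubiquitin to proteins, the E1, E2 and E3 enzymes of the list fixed in advance, had 25 of 46 measured members lower at 9 p.m. than at 9 a.m. in TRAP and 21 higher. Their median log2 fold change was -0.06, or -0.22 relative to all genes (camera adjusted p = 0.517, and adjusted p = 0.755 with an estimated correlation). None of them was called by limma over all genes.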

Our finding that ChP diurnal output is regulated post-transcriptionally suggests that nutrient sensing (e.g., via mTOR) in the ChP may be an upstream regulator of ChP diurnal functions including CSF secretion and brain barrier permeability.

The ChP supplies most CSF-TTR^37^ and altered CSF-TTR has been implicated in neurologic diseases. For example, low CSF-TTR is associated with depression^52,69,70^. CSF-TTR may be protective against Aβ toxicity as a result of its ability to bind Aβ^71^. Indeed, Aβ clearance changes during sleep vs. waking states^3^. TTR is associated with oxidative stress in other systems^72^, potentially linking the metabolic oxidative shifts with dark phase TTR availability. TTR is also the major transporter of thyroid hormone from the ChP epithelial cells into the CSF^36,37,73,74^ and can prevent loss of thyroid hormone from the CSF into the bloodstream in hypothyroid animals^75^. Thyroid hormone levels cycle in a circadian manner in serum^76,77^ and in brain tissue^78^, but previously published data are not conclusive on the origin of thyroid hormone cycling in the brain^51^. Our data indicate that varying ChP-TTR levels modulate thyroid hormone (T3) availability in CSF. The rise in CSF T3 corresponds with higher serum T4, suggesting that dark phase ChP TTR could be upregulated to transport systemic thyroid hormone into the CSF. Further supporting a role for TTR in thyroid hormone availability, pathway enrichment analysis (Advaita) of 9 a.m. vs. 9 p.m. 

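Genes of thyroid hormone transport and action, the carriers, deiodinases, receptors and coregulators, had 7 of 13 measured members higher at 9 p.m. in TRAP and 6 lower, with a median log2 fold change of 0.02 (camera adjusted p = 0.481). Thra, the thyroid hormone receptor alpha, had an FPKM of 57.2 ± 18.0 (SD, n = 3) at 9 a.m. and 32.4 ± 17.6 (SD, n = 3) at 9 p.m., a log2 fold change of -0.93 (limma adjusted p = 0.941).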

ChP TRAP data identified thyroid hormone synthesis and signaling (*p* = 0.013, FDR correction) as differentially regulated pathways between light and dark phases.

The ChP displayed a concerted diurnal metabolic shift, including increased oxidation signal during the dark phase. Significantly different metabolite profiles were associated with both ChP and CSF between 9 a.m. and 9 p.m., with others likely to have nadirs and zeniths in accumulation that were not captured by these two timepoints. However, in explants (Supplementary Fig. 5), we presume that the Seahorse media, which contains high glucose, overrode the intrinsic metabolic activity of ChP tissues, especially since we found that at least some ChP circadian properties are feeding dependent (Fig. 3d). This suggests that care should be exercised in explant preparations and is why subsequent ex vivo analyses were performed on purposefully synchronized tissue and monitored for multiple days. Metabolic responses to diurnal cues are common in other tissues as well, with the circadian clock controlling metabolism at the level of transcription and translation^20,79^. In liver, protein expression of Krebs cycle and oxidative respiratory chain enzymes oscillates, and this rhythmicity is blunted in *Per1/2*-null and *Bmal1-*null mice^33,80^. Metabolic output is also dependent on circadian rhythm in other cell types including cardiomyocytes^81^, skeletal muscle^82^, hippocampus^83^, pancreatic β-cells^84^, and macrophages^85^. Gut epithelial metabolism demonstrates circadian rhythmicity, particularly of cytochrome P450 family members^86^. 

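Cyp2j6, an epoxygenase of fatty acids, had an FPKM of 2.83 ± 1.36 (SD, n = 3) at 9 a.m. in TRAP and 23.2 ± 30.5 (SD, n = 3) at 9 p.m., where the libraries were at 58.4, 5.22 and 6.02. Its log2 fold change was 1.90 on the log2(FPKM + 1) scale. Cyp2u1, a fatty acid hydroxylase, had an FPKM of 12.0 ± 10.7 at 9 a.m. and 44.3 ± 17.7 at 9 p.m., a log2 fold change of 2.45. Without 9 p.m. TRAP replicate 1 the fold change of Cyp2j6 was 0.85, and that of Cyp2u1 was 1.23 without 9 a.m. TRAP replicate 3 and 3.21 without 9 a.m. TRAP replicate 2. Both had a limma adjusted p of 0.941. The list of cytochrome P450 enzymes had 8 of 10 measured members higher at 9 p.m. and 2 lower (camera adjusted p = 0.257).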

Consistently, our data show higher dark phase cytochrome P450 monooxygenases that target fatty acids/xenobiotics (*Cyp2j6*: log_2_FC = −3.047, *p* adj = 0.002; *Cyp2u1*: log_2_FC = −1.851, *p* adj = 0.009). Circadian disruptions link metabolic disease and cognitive decline^87–89^. Our data showing diurnal changes in ChP metabolic components motivate actively integrating ChP into models of these and other diseases. These data corroborate a large body of work indicating metabolic changes across time of day in multiple tissues^34^ and place the ChP into the context of systemic metabolism, potentially reflecting its role as a key interface between systemic circulation and the CSF.

The diurnal cycles in cell adhesion components, solute transporters, efflux pumps, and endocytosis that we observed likely modulate barrier properties and could have important clinical implications for chronopharmacology—drug treatment that takes the body’s circadian rhythm into consideration. In fact, 85% of trials for drugs with half-lives under 15 h showed dosing time dependence compared with just 39% for longer-acting drugs^90,91^. Some diseases, including psychiatric symptoms, manifest morbidities at specific circadian times^91^. Consistent with our observed ChP permeability changes, BBB permeability including carrier-mediated transport, cell-cell junction permeability, and efflux pumps also varies diurnally, with a more permeable barrier during light phases^56,65^. Recently, neuronal activity (higher during waking hours) was shown to activate endothelial cell ABC efflux transporter expression at the BBB through a *Bmal1*-dependent mechanism^61^. Similarly, intestinal barrier properties change in response to feeding and other circadian cues as is seen in expression of tight junction proteins Occludin and Claudin-1^92^. Because the ChP is a key brain barrier that can modulate drug efflux^56^, our data showing diurnal differences in ChP barrier properties have implications for waste clearance, immune cell trafficking, and CNS drug efflux/ influx.

Abnormal CSF components have been associated with a number of neurologic conditions that co-present with circadian disruptions, including hydrocephalus, autism spectrum disorder, Alzheimer’s disease, bipolar disorder, and schizophrenia^93–99^. For example, sleep disruption is a diagnostic criterion for major depression, bipolar disorder, post-traumatic stress disorder, generalized anxiety, and other mood disorders^100^. While CSF components, including those that are diurnally regulated, can originate from outside the ChP (e.g., peripheral adrenal glands (cortisol), hypothalamus (corticotropin releasing hormone, CRH), SCN (vasoactive intestinal peptide (VIP), arginine vasopressin (AVP), gastrin-releasing peptide (GRP)), or pineal gland (e.g., melatonin)^10,12,101–104^, this study reveals large-scale diurnal changes in ChP translation that lead to altered CSF contents. Additionally, metabolism and mitochondrial function are disrupted in individuals also at high risk for psychosis^105,106^ and bioenergetics profiles are altered during late onset Alzheimer’s disease^107^. The current study defines a proteostatic and metabolic framework in the ChP that changes diurnally, and in the case of TTR, in response to systemic cues like feeding. These data open avenues for future studies to identify whether such metabolic and CSF composition changes are causes or symptoms of neurological disease. Specifically, our results showing the ability of behavioral interventions to alter the CNS fluid environment represent an initial step to identifying daily CSF variation and suggest methods of controlling its composition.

To generate these tools, we overcame several challenges and encountered new limitations. (1) To enrich for actively translated transcripts, we used the TRAP ribosomal pulldown technique. However, TRAP has a preference for capturing changes in metabolic translation, as ribosomes containing RPL10A preferentially translate metabolic, cell cycle, and developmental targets^30^. Transcripts that are preferentially translated by other ribosomal subunits are not part of this analysis. (2) Circadian transitions are continuous, but we performed the initial discovery stages using TRAP ribosome pulldown at only 2 orthogonal timepoints, and therefore we cannot rule out the possibility that some important circadian ChP protein changes were not discovered using this method. (3) This study emphasized changes in protein production, but quick circadian shifts in protein availability will also require analysis of protein degradation and turnover.

## Methods

This research complies with all relevant ethical regulations and was approved by Boston Children’s Hospital IACUC and Boston Children’s Hospital Institutional Biosafety Committee.

### Mice

The Boston Children’s Hospital IACUC approved all experiments involving mice in this study. Adult CD1 male mice were obtained from Charles River Laboratories. Mice with germline Tg(FOXJ1-cre)F26Htzm (referred as *Foxj1-cre*) were imported from Washington University^31^ and bred in-house. Transgenic floxed EGFP-L10a mice [B6;129S4-Gt(ROSA)26Sor^tm9(EGFP/Rpl10a)Amc^/J], *Bmal1-*null mice [B6.129-Arntl^tm1Bra^/J]^40^ and *Per2-Luciferase* mice [B6.129S6-Per2^tm1Jt^/J] were purchased from Jackson Laboratories (Stock Numbers: 024750, 009100 and 006852, respectively). The *Ttr*^*mNeonGreen*^ mouse line was generated as detailed below. Animals were housed in a temperature- and humidity-controlled room (70 ± 3 °F, 35–70% humidity) on a 12 h light/12 h dark cycle (7 a.m. on 7 p.m. off) and had free access to food and water, unless otherwise specified. All mice younger than postnatal day 10 were allocated into groups based solely on the gestational age without respect to sex (both males and females were included). For studies involving mice older than 10 days, only male mice were included.

### TRAP

*Foxj1*:Cre x floxed EGFP-L10a transgenic lines were crossed to generate mice heterozygous for each transgene *Foxj1*:Cre^+/−^; floxed EGFP-L10a^+/−^. Mice were kept in standard housing with 12 h light/ 12 h dark cycle (7 a.m. on/ 7 p.m. off), fed ad libitum, and aged 8 weeks. For TRAP, fresh brain tissue was dissected (*N* = 3 at each time — 9 a.m. and 9 p.m., each *N* included LV ChP pooled from 3 mice). Whole ChP from the lateral ventricle was harvested using #5 forceps and a scalpel in 1× HBSS. To collect the LV ChP, the cerebellum was separated from the mid- and forebrain using a scalpel, followed by a bilateral cut along the midline to separate the brain into two hemispheres. Each hemisphere was stabilized with forceps and a third of the rostral end was cut off. The medial cortex was removed with a scalpel to expose the ventricle and free margin of the ChP. The attached LV ChP was gently separated from the hippocampus/fornix using forceps and immediately extracted for TRAP RNA purifications^28^. RNA quality was assessed using Bioanalyzer Pico Chips (Agilent, 5067-1513) and quantified using Quant-iT RiboGreen RNA assay kit (Thermo Fisher Scientific R11490). Libraries were prepared using Clonetech SMARTer Pico with ribodepletion and Illumina HiSeq to 50NT single-end reads. Sequencing was performed at the MIT BioMicroCenter.

### Sequencing data analysis

The raw fastq data of 50-bp single-end sequencing reads were aligned to the mouse mm10 reference genome using STAR 2.4.0 RNA-Seq aligner^108^. The mapped reads were processed by htseq-count of HTSeq software^109^ with mm10 gene annotation to count the number of reads mapped to each gene. The Cuffquant module of the Cufflinks software^110^ was used to calculate gene FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values. Gene differential expression test between transcripts associated with RPL10a and transcripts not associated with RPL10a was performed using DESeq2 package^111^ and differentially expressed genes were defined as DeSeq2 adjusted *p* < 0.05; |log_2_ FC| > 0.3. To cast a wider net for gene differential test between animal groups at different times, differentially expressed genes identification was performed using CuffDiff module of Cufflinks software^110^ and differentially expressed genes were defined as CuffDiff; adjusted *p* < 0.05; |log_2_ FC| > 0.4. All tests were done with the assumption of negative binomial distribution for RNA-Seq data. All analyses were performed using genes with FPKM > 1, which we considered as the threshold of expression (Figs. 1, 2 source data). 

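Across genes with a mean FPKM above 1, log2 values of libraries from one group had a median Pearson r of 0.651 (12 pairs, 0.584 to 0.726), and those of libraries from different groups a median of 0.646 (54 pairs, 0.536 to 0.809). Genes are not independent replicates, so these describe the libraries and test nothing. Abundant genes with a median FPKM above 20 were listed at 0 more often in some libraries than in others. Of these, 31, 2 and 107 were at 0 in the 3 TRAP libraries of 9 a.m. and 13, 2 and 26 in those of 9 p.m.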

Hierarchical clustering of z-scores reveals consistency among all three samples (Fig. 2).

### Sequencing pathway and motif analysis

Functional annotation clustering was performed using DAVID v6.7^112^. Gene ontology (GO) analysis was performed using AdvaitaBio iPathway guide V.v1702. Enrichment vs. perturbation analysis was performed by AdvaitaBio iPathway guide V.v1702 and allows comparison of pathway output perturbation and cumulative gene-set expression changes. In brief, the enrichment analysis is a straightforward gene-set enrichment over representation analysis (ORA) considering the number of differentially expressed genes (DEGs) that are assigned to a given pathway. The enrichment value is expressed as a proportion of enriched members to total genes in a defined pathway and a *p*-value (Fisher) is calculated for this score^113^. Motif analyses were performed using SignalP (v5.0)^114,115^ and TMHMM (v2.0)^116^. Predicted secreted gene products were validated by Human Protein Atlas and UniProtKB/Swiss-Prot.

### Seahorse metabolic analysis

ChP explants were dissected in HBSS (Fisher, SH30031FS) and maintained on wet ice until plated. Only the posterior leaflet of the LV ChP was retained for analysis due to empirically determined limitations of the oxygen availability in the XFe96 Agilent Seahorse system. Tissue explants were plated on Seahorse XFe96 spheroid microplates (Agilent, 102905-100) coated with Cell TAK (Corning), in Seahorse XF Base Medium (Agilent, 102353–100) supplemented with 0.18% glucose, 1mM L-glutamine, and 1 mM pyruvate at pH7.4 and incubated for 1 h at 37 °C in a non-CO_2_ incubator. Extracellular acidification rates (ECAR) and oxygen consumption rates (OCR) were measured via the Cell Mito Stress Test (Agilent, 103015-100) with a Seahorse XFe96Analyzer (Agilent) following the manufacturer’s protocols. Data were processed using Wave software (Agilent). ATP production was calculated as the difference in OCR measurements before and after oligomycin injection, as described by the manufacturer’s protocol (Agilent, 103015-100). Calcein AM was used to normalize between wells (Invitrogen L-3224).

### Sample preparation for LC-MS analysis of polar metabolites from ChP

Mice (CD1 males) kept in circadian cabinet housing with 12-h light cycle (7 a.m. on/ 7 p.m. off) aged 8 weeks (*N* = 16 at each time—9 a.m. and 9 p.m.), were decapitated and brain tissue was immediately dissected and frozen on dry ice. ChP were extracted by brief sonication in 200 µl of extraction solvent (80% LC/MS-grade methanol, 20% 25 mM Ammonium Acetate and 2.5 mM Na-Ascorbate prepared in LC/MS water and supplemented with isotopically labeled internal standards (17 amino acids and isotopically labeled reduced glutathione, Cambridge Isotope Laboratories, MSK-A2-1.2 and CNLM-6245-10). After centrifugation for 10 min at maximum speed on a benchtop centrifuge (Eppendorf) the cleared supernatant was dried using a nitrogen dryer and reconstituted in 20 µl water (supplemented with QReSS, Cambridge Isotope Laboratories, MSK-QRESS-KIT) by brief vortexing. Extracted metabolites were spun again and cleared supernatant was transferred to LC-MS micro vials. A small amount of each sample was pooled and serially diluted 3- and 10-fold to be used as quality controls throughout the run of each batch.

### Sample preparation for LC-MS analysis of thyroid hormone metabolites from CSF and plasma

CSF was collected from adult (3 months old) wild-type CD1 mice. Samples were placed on wet ice, then spun 1000 × *g* for 10 min at 4 °C. The supernatant was collected. Per condition, 5–10 μL of fresh, cleared CSF was extracted in 4:6:3 chloroform:methanol:water mixture supplemented with isotopically labeled T3 and T4 (Cambridge Isotope Laboratories, CLM-7185-C and CLM-8931-PK) as well as isotopically labeled 17 amino acids and isotopically labeled reduced glutathione (Cambridge Isotope Laboratories, MSK-A2-1.2 and CNLM-6245-10). After centrifugation for 10 min at maximum speed on a benchtop centrifuge (Eppendorf) the top, hydrophilic layer was transferred to a new tube, dried using a nitrogen dryer and reconstituted in 20 µl water (supplemented with QReSS, Cambridge Isotope Laboratories, MSK-QRESS-KIT) by brief vortexing. Extracted metabolites were spun again and cleared supernatant was transferred to LC-MS micro vials. A small amount of each sample was pooled and serially diluted 3- and 10-fold to be used as quality controls throughout the run of each batch.

### Chromatographic conditions for LC/MS

#### ZIC-pHILIC chromatography for polar metabolites

1–2 µl of reconstituted sample was injected into a ZIC-pHILIC 150 × 2.1 mm (5 µm particle size) column (EMD Millipore) operated on a Vanquish™ Flex UHPLC Systems (Thermo Fisher Scientific, San Jose, CA). Chromatographic separation was achieved using the following conditions: buffer A was acetonitrile; buffer B was 20 mM ammonium carbonate, 0.1% ammonium hydroxide. Gradient conditions were as follows: linear gradient from 20 to 80% B; 20–20.5 min: from 80 to 20% B; 20.5–28 min: hold at 20% B. The column oven and autosampler tray were held at 25 °C and 4 °C, respectively.

#### C18 chromatography for T3/T4

5–7 µl of reconstituted sample was injected onto an Ascentis Express C18 HPLC column (2.7 μm × 15 cm × 2.1 mm; Sigma Aldrich). The column oven and autosampler tray were held at 30 °C and 4 °C, respectively. The following conditions were used to achieve chromatographic separation: buffer A was 0.1% formic acid; buffer B was acetonitrile with 0.1% formic acid. The chromatographic gradient was run at a flow rate of 0.250 ml min^−1^ as follows: 0–5 min: gradient was held at 5% B; 2–12.1 min: linear gradient of 5 to 95% B; 12.1–17.0 min: 95% B; 17.1–21.0 min: gradient was returned to 5% B.

### MS data acquisition conditions for targeted analysis of polar metabolites and thyroid hormones

MS data acquisition was performed using a QExactive benchtop orbitrap mass spectrometer equipped with an Ion Max source and a HESI II probe (Thermo Fisher Scientific, San Jose, CA) and was performed in positive and negative ionization mode in a range of m/z = 70–1000, with the resolution set at 70,000, the AGC target at 1 × 10^6^, and the maximum injection time (Max IT) at 20 msec. A narrower scan in positive mode at m/z = 600–800 was used for more specific detection of thyroxine hormones, the resolution was set at 70,000, the AGC target was 5 × 10^5^, and the max IT was 100 msec. For polar metabolites HESI conditions were: Sheath gas frow rate: 35; Aug gas flow rate: 8; Sweep gas flow rate: 1; Spray voltage: 3.5 kV (pos), 2.8 kV (neg); Capillary temperature: 320 °C; S-lens RF: 50; Aux gas heater temperature: 350 °C. For T3/T4 HESI conditions were: Sheath gas frow rate: 40; Aug gas flow rate: 10; Sweep gas flow rate: 0; Spray voltage: 3.5 kV (pos), 2.8 kV (neg); Capillary temperature: 380 °C; S-lens RF: 60; Aux gas heater temperature: 420 °C.

Relative quantitation of polar metabolites was performed with TraceFinder 5.1 (Thermo Fisher Scientific, Waltham, MA) using a 5 ppm mass tolerance and referencing an in-house library of chemical standards. Pooled samples and fractional dilutions were prepared as quality controls and only those metabolites were taken for further analysis, for which the correlation between the dilution factor and the peak area was >0.95 (high-confidence metabolites) and for which the coefficient of variation (CV) was below 30%. Normalization for biological material amounts was based on the total integrated peak area values of high-confidence metabolites within an experimental batch after normalizing to the averaged factor from all mean-centered chromatographic peak areas of isotopically labeled amino acids and internal standards. For thyroid hormone peak normalization, isotopically labeled thyroid hormone standards were used. Where indicated, data was control mean-centered, otherwise data were Log transformed and Pareto scaled within the MetaboAnalyst-based statistical analysis platform (v5.0)^117^. All heatmap, PCA, or PLSDA analysis were generated using the MetaboAnalyst online platform. Individual one-way Anova and t-tests were performed in Prism software (GraphPad v7).

### Tissue processing for histology

Samples were fixed in 4% paraformaldehyde (PFA). For cryosectioning, samples were incubated in the following series of solutions: 10% sucrose, 20% sucrose, 30% sucrose, 1:1 mixture of 30% sucrose and OCT (overnight), and OCT (1 h). Samples were frozen in OCT.

### Immunostaining

Cryosections were blocked and permeabilized (0.3% Triton-X-100 in PBS; 5% serum), incubated in primary antibodies overnight and secondary antibodies for 2 h. Sections were counterstained with Hoechst 33342 (Invitrogen H3570, 1:10000) and mounted using Fluoromount-G (SouthernBiotech). The following primary antibodies were used: chicken anti-GFP (Abcam ab13970 (RRID: AB_300798); 1:1000), rabbit anti-pS6 ribosomal protein (Ser 240/244) (Cell Signaling #5364 S (RRID: AB_10694233); 1:1000), rabbit anti-citrate synthase (cloneD7V8B) (Cell Signaling #14309 (RRID: AB_2665545); 1:1000), mouse anti-fibrillarin (Abcam ab4566 (RRID: AB_304523); 1:250). The following secondary antibodies were used for immunostaining: Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher A11034; 1:500); Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 647 (Thermo Fisher A32728; 1:500); Goat anti-Chicken IgY (H + L) Secondary Antibody, Alexa Fluor 488 conjugate (Thermo Fisher A11039; 1:500). Citric acid antigen retrieval was used for fibrillarin staining (15 min steaming in 10 mM sodium citrate, 0.05% Tween 20, pH = 6.0). Secondary antibodies were selected from the Alexa series (Invitrogen/ Thermo Fisher, 1:500). Images were acquired using Zeiss LSM880 confocal microscope with ×20 objective.

### Quantification of nucleolar volume

Nucleolar volume was quantified in accordance with published methods using Imaris in a blinded manner^118–121^. Cryosections for quantification were 20 μm thick and stained with anti-fibrillarin antibody (Abcam, Cambridge, MA). Z-stack images were acquired using the ×40 objective on an LSM 700 laser scanning confocal microscope (Carl Zeiss, Oberkochen, Germany). Three-dimensional reconstruction was performed using the Surface tool in Imaris image analysis software version 7.7.1 (Bitplane, Zurich, Switzerland). Nucleoli with sphericity <0.44 or volume <0.10 μm^3^ were considered staining artefacts and excluded. Median values of all nucleolar volumes from a single mouse were plotted (*N* = 5 mice).

### OPP incorporation

ChP OPP incorporation was performed as described by Liu et al.^27^. Mice received intraperitoneal OPP injections (50 mg/kg OPP; Life Technologies). One hour later, tissues were obtained and sectioned to a thickness of 7 mm using a cryostat. OPP signals were detected using the Click-iT plus OPP protein synthesis assay kits (Life Technologies) according to the manufacturer’s suggested procedures. Images were taken at 20 × (Zeiss Axio Observer D1 inverted microscope) and fluorescence intensity was quantified using FIJI (ImageJ). For each sample, OPP intensity was measured in FIJI in an ROI that included only LV ChP tissue.

### Rhythmicity analysis of RT-qPCR data

RAIN (Rhythmicity Analysis Incorporating Nonparametric methods)^122^ was used to analyze rhythmicity of 3-h qPCR data and multi-day TTR:mNeonGreen light–dark and dark-dark photometry data using Bioconductor version 3.10 (BiocManager 1.30.10) in R version 3.6.3 (2020-02-029) with the period set at 24 h.

### Per2- luciferase explant luminometry

ChP explants from *Per2:luc* mice^43^ were dissected in HBSS (Fisher, SH30031FS) and maintained on wet ice until plated. Explants were transferred to 24 well plates with 500 μL of filter-sterilized Lumicycle media (phenol-free DMEM (Sigma D-2902), 10 mM HEPES (pH 8.0), 4 mM sodium bicarbonate, 25 mM D-glucose, 1 × B27 (Gibco), 4mM L-glutamine, Penicillin/Streptomycin) freshly supplemented with 100 mM beetle D*-*luciferin (Promega, E1601) and/or 100 nM dexamethasone. PCR plate sealer was used to seal the wells for the duration of the experiment (ThermoFisher) and placed in a Lumicycle-96 (Actimetrics) in a water-jacketed incubator at 35˚C. Luminometry was performed by iterative measurement in 60 s bins, 10 times per hour. Luminometry data was analyzed with Lumicycle analysis software (Actimetrics). Only traces with a goodness-of-fit of at least 80% were included. Period was measured using the *χ*^2^ function.

### Immunoblotting

Tissues were homogenized in RIPA buffer supplemented with protease and phosphatase inhibitors. Protein concentration was determined by BCA assay (Thermo Scientific 23227). Samples were denatured in 2% SDS with 2-mercaptoethanol by heating at 37 °C (for OxPhos) or 95 °C (for TTR and SERPINE2) for 3 min. Samples were centrifuged at maximum speed and then equal amounts of proteins were loaded and separated by electrophoresis in a 4–15% gradient polyacrylamide gel (BioRad #1653320) or NuPAGE 4–12% Bis-Tris gel (Invitrogen #NP0322), transferred to a nitrocellulose membrane (250 mA, 1.5 h, on ice), blocked in filtered 5% BSA or milk in TBST, incubated with primary antibodies overnight at 4 °C followed by HRP conjugated secondary antibodies (1:5000) for 1 h, and visualized with ECL substrate. For phosphorylated protein analysis, the phospho-proteins were probed first, and then blots were stripped (Thermo Scientific 21059) and reprobed for total proteins. The following primary antibodies were used: rabbit anti-S6 ribosomal protein (Cell Signaling #2217 S (RRID: AB_331355); 1:1000), rabbit anti-pS6 ribosomal protein (Ser 240/244) (Cell Signaling #5364 S (RRID: AB_10694233); 1:1000), rabbit anti-citrate synthase (cloneD7V8B) (Cell Signaling #14309 (RRID: AB_2665545); 1:1000), rabbit-anti-mitofusin2 (clone D2D10) (Cell Signaling #9482 (RRID: AB_2716838); 1:1000), rabbit anti-Vinculin (Cell Signaling #13901 S (RRID: AB_2728768); 1:10000), Total OXPHOS Rodent WB Antibody Cocktail (Abcam ab110413 (RRID: AB_2629281); 1:250), rabbit Anti-human prealbumin (TTR) (Dako/Agilent A000202-2 (RRID: AB_578466); 1:200), mouse anti-transferrin [3C11] (Abcam ab70826 (RRID: AB_1281166); 1:750), mouse anti-mNeonGreen (ChromoTek Cat# 32f6-100 (RRID:AB_2827566); 1:1000). The following secondary antibodies were used for immunoblotting: Goat anti-Mouse IgG (H + L) HRP (Life Technologies 31430; 1:1000); Goat anti-Rabbit IgG (H + L) HRP (Life Technologies 31460; 1:1000). Source data are provided as a Source Data file (Source Data).

### Quantitative RT-PCR

For mRNA expression analyses, the ChP were collected and one quarter of 4 V ChP or one-half of one LV ChP was frozen for RT-qPCR, while the rest of the tissue from an individual was frozen for protein analysis. RNA was isolated using the RecoverAll RNA/DNA isolation kit (Life Technologies A26135) for ChP and using TRIzol Reagent (Invitrogen 15596026) for liver samples following manufacturer’s specifications for RNA extraction. Extracted RNA was quantified spectrophotometrically and 50 ng was reverse-transcribed into cDNA using the Promega™ ImProm-II™ Reverse Transcription System (Fisher PR-A3802) following manufacturer’s specifications with random hexamer primers (Promega PR-C1181). RT-qPCRs were performed in duplicate using Taqman Gene Expression Assays and Taqman Gene Expression Master Mix (Applied Biosystems) with *Gapdh* or *Rp1p0* as an internal control. Cycling was executed using the StepOnePlus Real-Time PCR System (Invitrogen) and analysis of relative gene expression was performed using the 2^−ΔΔCT^ method^123^ and presented as RQ of data normalized to 9 am and the internal control. Technical replicates were averaged for their cycling thresholds and further calculations were performed with those means. The following mouse Taqman probes (Thermo Fisher) were used: *Ttr (*Mm00443267_m1*), Serpine2 (*Mm00436753_m1*), Bmal1(*Mm00500223_m1*), Per2(*Mm00478099_m1*), Itgb8(*Mm00623991_m1*), Cdh3(*Mm01249209_m1*), Abcf3 (*Mm00658695_m1*), Slc7a8(*Mm01318974_m1*), Chmp1b (*Mm04179599_s1*), Gapdh* VIC (Mm99999915_g1), *Rp1p0* VIC (Mm00725448_s1).

### Restricted feeding

Adult mice were singly housed in cages placed in a controlled lighting environment away from the main mouse colony. The lights were programmed to come on at 7 a.m. and turn off at 7 p.m. The mice were acclimatized to the boxes for 5 days with *ad libitum* feeding. Then for 7 days, at each lighting change, mice were either moved between a home cage with water and no food, or a home cage with food and water. For control feeding (night feeding), mice were moved to a food-containing cage at 7 p.m. and mice were moved to food-free cages at 7 a.m. For inverted feeding (day feeding), mice were moved to a food-containing cage at 7 a.m. and mice were moved to food-free cages at 7 p.m. All cage changes took no more than 10 min. Mice always had access to water.

### Generation of *Ttr*^*mNeonGreen*^ mouse line

*Ttr*^*mNeonGreen*^ mice were generated on C57BL6 background using CRISPR technology with homology-directed repair (HDR). The template HDR construct was synthesized to insert the mNeonGreen sequence at the C-terminus of *Ttr*. The following gRNAs were used:

5′-GGGGTTGCTGACGACAGCCG-3′; 5′-CCCATACTCCTACAGCACCA-3′;

5′-AGAATTGAGAGACTCAGCCC-3′

Generation of the mouse line was carried out by Boston Children’s Hospital Mouse Gene Manipulation Core. Mice were screened with 2 sets of PCR primers for correct insertion of mNeonGreen protein. PCR products were sequenced to ensure no mutations during the CRISPR editing process.

PCR primer set 1:

GAGCAAGTGACAGAGTTGCCCT; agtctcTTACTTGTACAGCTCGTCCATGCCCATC

PCR primer set 2:

TCTGGTGGAGGTGGATCCGGAG; GGGAAACGACGGATCGGGGAG

The founder was bred to C57BL6 for 5 generations before experiments were performed. PCR primer for genotyping progeny are:

Gentyping primer set: CAGCCATTGGGTGCCACAAC; CTGTCGTCAGCAACCCCCAGAAT.

### Characterization of *Ttr*^*mNeonGreen*^ mice

Immunoblotting of the ChP and CSF: The ChP was dissected, and protein extracted (homogenized in RIPA buffer). 50 µg total protein was loaded to a single well for immunoblotting. Up to 15 µl of CSF was loaded to a single well for immunoblotting. All CSF samples were normalized based on total protein level. The blots were incubated in mNeon antibody (Chromotek 32f6, 1:200, Mouse monoclonal) at room temperature for 15 min before moving to 4 °C overnight. TTR and GAPDH were probed on the same blots after stripping.

Immunohistochemistry: Tissue sections were stained with Hoechst and directly mounted. Endogenous mNeon signal was imaged by confocal microscopy.

CSF fluorescence detection: CSF was collected from adult (3 months old) *Ttr*^*mNeonGreen*^ mice and their wild-type littermate controls. 10 µl CSF was diluted into 30 µl with PBS and loaded to a 96-well plate with clear bottom. Blank PBS was included as negative control. Fluorescent signal was measured with 488 nm excitation on a Tecan plate reader.

### CSF fiber photometry recordings from freely-moving mice

Wild-type and *Ttr*^*mNeonGreen*^ mice used for in vivo fiber photometry experiments were surgically outfitted with a titanium headpost (0.7 g, H.E. Parmer) and bilateral stainless steel 22XX gauge LV guide cannulae (Microgroup, length: 7 mm). Briefly, mice were anesthetized with 1–4% isoflurane in 100% O_2_ and breathing rate was maintained at 1 breath per second. Animals were administered dexamethasone (1 mg/kg; intramuscular), meloxicam (5 mg/kg; subcutaneous) and 0.9% saline (1 mL; subcutaneous) pre-operatively. The scalp was removed, and bilateral craniotomies were drilled at stereotaxic coordinates ±1 mm lateral and −0.45 mm posterior to bregma using standard asepsis technique and a standing microscope. A guide cannula was lowered to a depth of −2 mm below bregma in each craniotomy and secured using C&B metabond (Parkell). A headpost was then secured to the skin using Vetbond (3 M) and sealed with C&B metabond. Guide cannulae were plugged with homemade pieces of sterile PE 10 tubing (BD Intramedic) secured with Kwik-Cast silicone sealant (World Precision Instruments).

At least two weeks after surgery, cannulae were acutely opened in awake mice and aCSF (Tocris, 3525) was infused into each cannula to clear out any remaining brain parenchyma, scar tissue and clots. 30 μL of aCSF was infused into each cannula over 5 min using a microinjection catheter and syringe pump (Kent Scientific Corporation). To prevent excessive damage to the ventricular system, infusions of the left and right cannula were performed two days apart. Mice without optically clear CSF in their guide cannulae following bilateral aCSF infusions were not used for photometry experiments. Two days after the final aCSF infusion, an optic fiber with metal ferrule (400 μm diameter core; multimode; numerical aperture (NA) 0.37; 6.5 mm length; Doric Lenses) was placed in each guide cannula and secured with C&B metabond.

Cannulated wild-type and *Ttr*^*mNeonGreen*^ mice were singly housed in standard circadian light–dark boxes and exposed to alternating 12-h light and dark periods or constant darkness, depending on the experimental paradigm. Fiber photometry of the CSF was performed using a FP3001 photometry box (Neurophotometrics) with 415 nm, 470 nm, and 560 nm LED light sources and a CMOS camera for signal collection (green emission channel: 494–531 nm, red emission channel: 586–627 nm). Low-autofluorescence fiber optic cables (2 m long; 400 μm diameter core; 0.37 NA; Doric Lenses) with three branches were coupled to implanted optic fibers with zirconia sleeves (Precision Fiber Products). The coupling point was secured with UV-curable optical adhesive (Flow-It ALC, Pentron) and shielded with black heat shrink tubing. Tethered mice were then allowed to freely move about their cages. Freely-moving CSF photometry recording sessions lasted between 24 and 96 h, during which the CSF was exposed to the following sequence of excitation wavelengths: 415 nm (0.2–0.3 mW), 470 nm (0.2–0.3 mW), and darkness (background measurement) at 5 Hz. Signal collection was controlled using the Bonsai Visual Reactive Program (Open Ephys).

### Fiber photometry data analysis

Photometry data from the green channel at 470 nm excitation were preprocessed with a median filter in bins of 10 min. For analyses in the first 24 h of each recording, a stretched exponential fit of form $$\alpha+\beta {e}^{-\gamma {t}^{\delta }}$$ was subtracted from each trace to correct for photobleaching. For analyses beyond the first 24 h, no photobleaching correction was performed. $$\frac{\triangle F}{{F}_{0}}$$ was calculated relative to the first hour of each plot, and F_0_ was taken as the raw signal prior to photobleaching correction (if it had been performed).

### Mouse computed tomography (CT) imaging and analysis

CT scans of the head were obtained to confirm adequate placement of guide cannulae in bilateral LVs. Mice in the second post-operative week were anesthetized with 1–4% isoflurane (in 100% O_2_) in an induction chamber and moved to a heated imaging bed in a SPECT/PET/CT scanner (Bruker/Albira). The animal was aligned within the scanner, and CT images of the head and neck were acquired. CT images were then imported into VivoQuant (Invicro, 2021) for analysis. Because it is difficult to distinguish specific brain regions on CT scans, a 3D Brain Atlas Tool in VivoQuant was used to manually superimpose a three-dimensional, virtual projection of the mouse brain onto our images. Overlap between the projected lateral ventricles and bilateral guide cannulae was then confirmed.

### HRP injection and TEM

Adult mice were singly housed in cages placed in a circadian cabinet controlled lighting environment away from the main mouse colony. The lights were programmed to come on at 7 a.m. and turn off at 7 p.m. The mice were acclimatized to the boxes for 5 days with *ad libitum* feeding. Mice were weighed and injected intravenously through the tail vein with 0.5 mg horseradish peroxidase (HRP-type II, Fisher Scientific PI31491) per g bodyweight diluted such that each mouse received 100uL per 25 g bodyweight. Allow to circulate for 7–10 min, brains were harvested, frontal pole was removed, and fixed 1 h in Karnovsky’s fixative, [5% glutaraldehyde, 4% PFA, 0.4% CaCl2, in 0.1 M cacodylate buffer - EMS (Electron Microscopy Sciences], then fixed in 4% PFA in 0.1 M cacodylate at 4 °C overnight while rocking. Brains were coronally sectioned in 200 μm vibratome sections. Those sections containing ventricle and ChP were selected and processed for DAB (Millipore Sigma D5905). Sections were first washed with 20 mM glycine, washed 3 times with cold 0.1 M cacodylate, and developed in filter-sterilized 5 mg DAB in 9 ml of 0.1 M cacodylate plus ~9 mM H_2_O_2_ on ice for 30–45 min until dark brown. The portion containing LV ChP was processed, sectioned, and imaged at the Conventional Electron Microscopy Facility at Harvard Medical School. Tissue was postfixed with 1% osmiumtetroxide (OsO4)/1.5% potassium ferrocyanide (KFeCN6) for one hour, washed in water three times and incubated in 1% aqueous uranyl acetate for one hour. This was followed by two washes in water and subsequent dehydration in grades of alcohol (10 min each; 50%, 70%, 90%, 2 × 10 min 100%). Samples were then incubated in propyleneoxide for one hour and infiltrated overnight in a 1:1 mixture of propyleneoxide and TAAB Epon (Marivac Canada Inc. St. Laurent, Canada). The following day, the samples were embedded in TAAB Epon and polymerized at 60 degrees C for 48 h. Ultrathin sections (about 80 nm) were cut on a Reichert Ultracut-S microtome, and picked up onto copper grids stained with lead citrate. Sections were examined in a JEOL 1200EX Transmission electron microscope or a TecnaiG² Spirit BioTWIN. Images were recorded with an AMT 2k CCD camera.

### Epithelial junction analyses

Ten images of epithelial junctions were acquired for each animal. *N* = 3 animals at each time. Images were acquired at ×2000 for structure. Analysis was performed on tiled ×10,000 images reassembled by hand in Illustrator (Adobe). A peri-junctional zone was defined as the 2 μm wide zone along the lateral edge of 2 ChP epithelial cells. Electron-dense HRP-filled vesicles were counted and recorded in FIJI ImageJ (NIH). Apical-basal localization was calculated using a custom MatLab (Mathworks; R2019b) code as before^124^. Tight junction (TJ) was defined by the apico-lateral area where plasma membranes make complete contact accompanied by continuous, anastomosing network of intramembranous particle strands (TJ strands or fibrils). For each TJ, 10 measurements were made between the 2 plasma membranes within the junction that were not in direct contact along the full apico-basal extent of the junction. These 10 measurements were averaged to obtain the width of each junction. Ten images were analyzed for each animal. The average of these 10 averages was plotted for each *N*. *N* = 3 animals at each time.

### Ex vivo ChP 3-day imaging

After dissection in 1× HBSS, LV ChP from a TTR m:Neon mouse was transferred onto 35 mm glass bottom imaging dishes. (MatTek, Cat. P35G-1.5-14-C) that had been prepared as follows: briefly, the edges of the glass bottom dish were lightly ringed with Silicone (Kwik-sil, World Precision Instruments, Item. 600022), and a polycarbonate membrane (Whatman, Nucleopore, 13 mm wide, 8.0 mm pore size, Cat. 110414) with hole cut out of the center was placed on the glass. These dishes were kept at room temperature and allowed to cure. Dishes were filled with 4 mL of filter-sterilized Lumicycle media exclusive of the luciferin (phenol-free DMEM (Sigma D-2902), 10 mM HEPES (pH 8.0), 4 mM sodium bicarbonate, 25 mM D-glucose, 1× B27 (Gibco), 4mM L-glutamine, Penicillin/Streptomycin). The ChP was flattened onto the glass bottom dish and secured to the membrane using 3 M Vetbond. All samples were placed in a standard incubator at 37 °C until imaging commenced. Explants were imaged in an oxygenated/CO_2_-treated, heated at 37 °C, humidified chamber on a Leica DMi8 microscope. Once region was identified, tissue was synchronized with 100 nM dexamethasone. Three stacks of 40 z-steps were acquired for each timepoint and averaged. One set of 3 stacks was acquired every 30 min for 72 h using the HC PL fluotarL 20x/0.40 dry objective and Leica-DFC9000GT-VSC07354 camera. To reduce photobleaching, 460 nm LED power was kept under 18%.

Prior to analysis, each stack of 3 scans was averaged together, and then binned in XY by a factor of 2. A local entropy filter with width of 10 pixels was applied to each plane of the resulting stack using the MATLAB function entropyfilt, creating an entropy volume with greater pixel values in high-detail regions. These high entropy areas correspond to regions in which the cell body lattice is in focus. This entropy volume was max projected along the Z-axis, and the linear Z index is recorded for an in-focus map. This map was smoothed using a Gaussian filter with width of 20 pixels, and applied to the original volume, resulting in a focused projected image. This image was calculated at each 30 min time period for 72 h to make a focused video.

The focused video was then high-pass filtered and roughly registered, first with a rigid registration followed by an affine registration. Both registrations were performed using the StackReg algorithm in ImageJ. To account for slow-scale warping of the tissue over the course of 72 h, a local non-linear registration was then applied by calculating the corresponding displacement field between each movie frame using the imregdemons algorithm in MATLAB. For each non-linear registration, the mean of all frames was used as a reference target.

This focused and registered image was cropped to the center 50% in both X and Y, and the pixel values were rescaled between the 1^st^ and 99^th^ percentile to normalize the fluorescence change among trials. The fluorescent signal was finally calculated by averaging all normalized pixel values over time.

### Quantification and statistical analysis

Biological replicates (*N*) were defined as samples from distinct individual animals, analyzed either in the same experiment or within multiple experiments, with the exception when individual animal could not provide sufficient sample (i.e., CSF), in which case multiple animals were pooled into one biological replicate and the details are stated in the corresponding figure legends. Statistical analyses were performed using Prism (GraphPad) v7 or R (version 3.6.3). Outliers were excluded using ROUT method (*Q* = 1%). Appropriate statistical tests were selected based on the distribution of data, homogeneity of variances, and sample size. The majority of the analyses were done using One-way ANOVA or Student’s two-tailed unpaired *t* test (when *F* test failed to discover unequal variances) or Welch’s two-tailed unpaired *t* test (when *F* test discovered unequal variances), except for Fig. 3d and Supplementary Fig. 2c where the analysis was done using Kolmogorov–Smirnov tests. *F* tests or Bartlett’s tests were used to assess homogeneity of variances between datasets. Parametric tests (*T* test, ANOVA) were used only if data were normally distributed, and variances were approximately equal. Otherwise, nonparametric alternatives were chosen. Data are presented as means ± standard deviation (SD). If multiple measurements were taken from a single individual, data are presented as means ± standard errors of the mean (SEMs). Please refer to figure legends for sample size. *p* values < 0.05 were considered significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Exact *p* values can be found in the figure legends. *P* values are also marked in the figures where space allows.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The sequencing data from the TRAP study (for Figs. 1–3) generated in this study have been deposited in the GEO database under accession number GSE161877. The metabolomics data have been deposited in the Metabolomics Workbench database^125^ under study ID ST002707. Raw and processed image and quantification data are available at the corresponding author’s website, upon request, or are provided in Supplementary Information.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Defining diurnal fluctuations in mouse choroid plexus and CSF at high molecular, spatial, and temporal resolution
**Source:** Nat Commun. 2023 Jun 22;14:3720. doi: 10.1038/s41467-023-39326-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures 1-6 and legends.**

Fame, et al. 2023

**Supplementary Figure 1.** The ChP exhibits rhythmic expression of core clock components in phase with liver.

**Supplementary Figure 2.** The ChP differentially translates secreted proteins during the light vs. dark phases.

**Supplementary Figure 3.** Ttr is preferentially translated in ChP during the dark phase and CSF metabolites differ between the light and dark phases.

**Supplementary Figure 4.** Fiber photometry in *Ttr<sup>mNeonGreen</sup>* mice reveals TTR cycles over multiple days that are light independent.

**Supplementary Figure 5.** *In vivo* ChP metabolic components and metabolites are diurnally regulated and *ex vivo* ChP metabolism is normalized between light and dark phases.

**Supplementary Figure 6.** ChP barrier components and permeability are diurnally regulated.

# Supplementary Figure 1

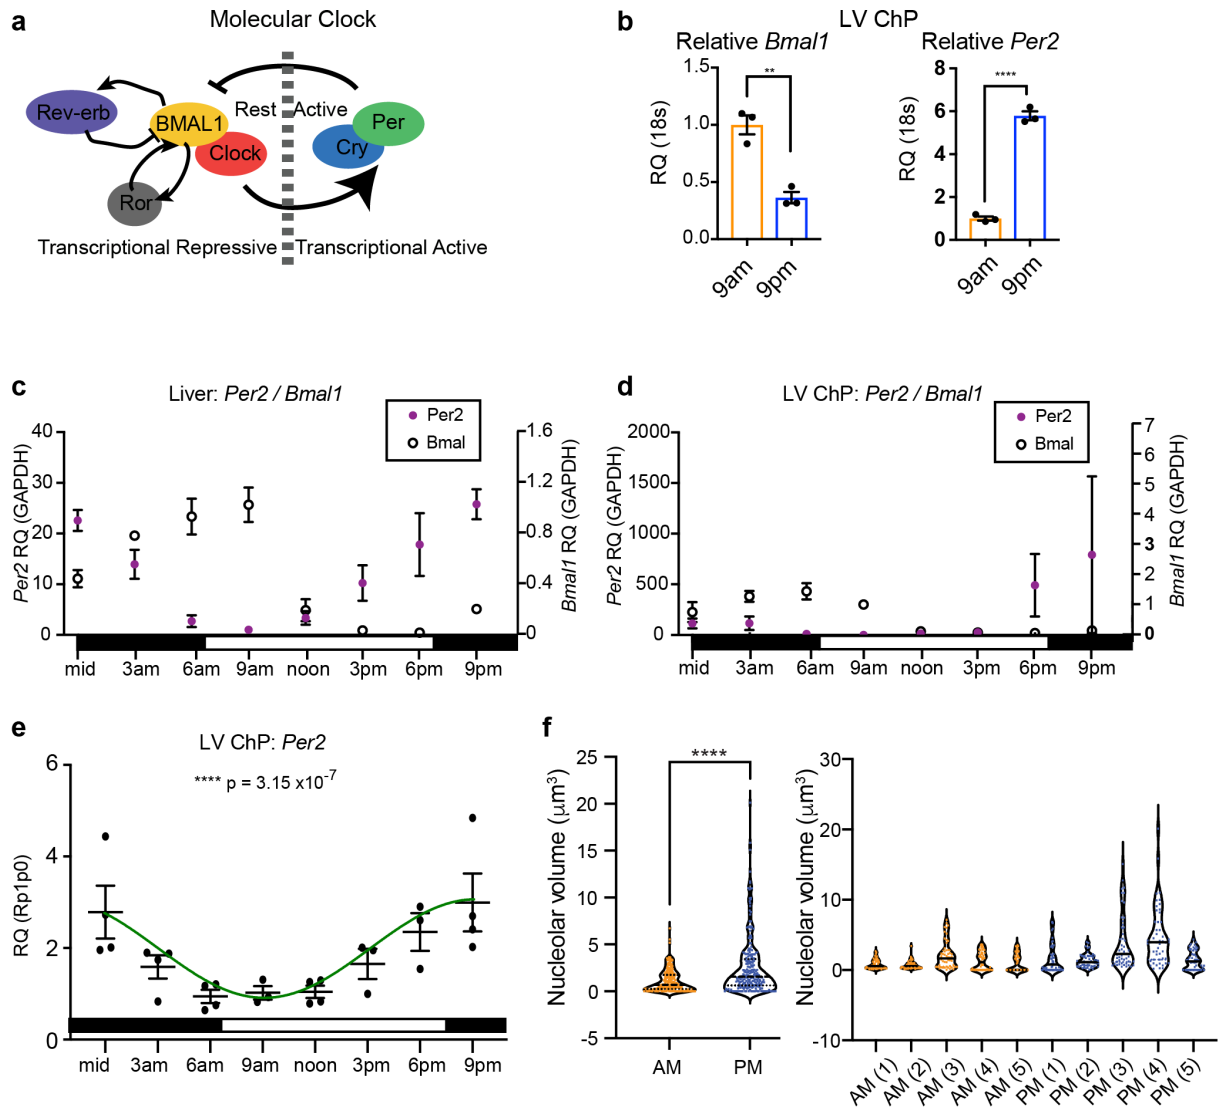

**Supplementary Figure 1. The ChP exhibits rhythmic expression of core clock components in phase with liver.** (a) Schematic of the major components of the molecular circadian clock. (b) RT-qPCR of *Bmal1* and *Per2* in LV ChP at 9 a.m. and 9 p.m. N = 3 biologically independent animals per time. Student's unpaired two-tailed t-test. Data are presented as mean values  $\pm$  standard deviation (SD). (c) RT-qPCR of *Bmal1* and *Per2* in livers from the same mice analyzed in (D) across a whole day at 3-hour intervals showed the well-known anti-correlated rhythms. Data are presented as mean values  $\pm$  standard deviation (SD). (d) RT-qPCR of *Bmal1* and *Per2* in LV ChP from the same mice analyzed in (c) across a whole day at 3-hour intervals showed anti-correlated rhythms. Data are presented as mean values  $\pm$  standard deviation (SD). (e) RT-qPCR of *Per2* normalized to *rplp0* across a whole day at 3-hour intervals demonstrates significant rhythmicity over the 24-hour day ( $p = 3.15 \times 10^{-7}$ ). N = 3 biologically independent animals per time. Statistical values generated by RAIN analysis. Data are presented as mean values  $\pm$  standard deviation (SD). (f) Quantification of nucleolar volume plotting each nucleolus by time of day ( $p < 0.0001$ ) and plotting each nucleolus grouped by individual animal. N = 5 biologically independent animals per time in 2 independent experiments. Two-tailed unpaired Welch's t-test. Data are presented as violin plot with solid bar denoting the median and broken lines representing quartiles. Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

Supplementary Figure 2

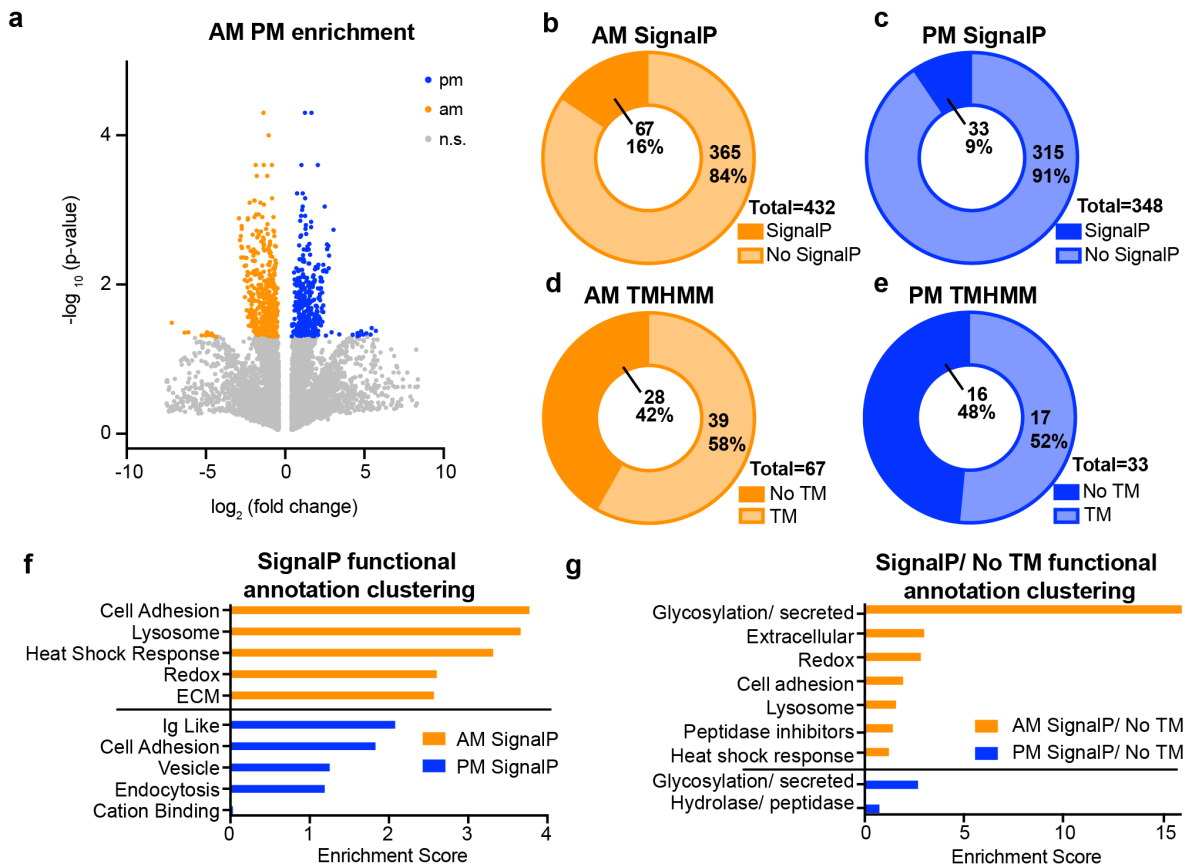

**Supplementary Figure 2. The ChP differentially translates secreted proteins during the light vs. dark phases.** (a) Volcano plot of those transcripts that are associated with the L10a-GFP ribosomal subunit that are enriched at 9 a.m. (orange) and 9 p.m. (blue) ChP epithelial cells compared to those that are not significant (n.s.; grey). (b-c) Proportion of enriched genes at 9 a.m. (orange) and 9 p.m. (blue) ChP with predicted signal peptides using SignalP. (d-e) Proportion of enriched genes at 9 a.m. (orange) and 9 p.m. (blue) ChP with predicted transmembrane domains using TMHMM. (f) Functional annotation clustering for those enriched genes at 9 a.m. (orange) and 9 p.m. (blue) ChP with predicted signal peptides using SignalP. (g) Functional annotation clustering for those enriched genes at 9 a.m. (orange) and 9 p.m. (blue) ChP with predicted transmembrane domains using TMHMM. Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

# Supplementary Figure 3

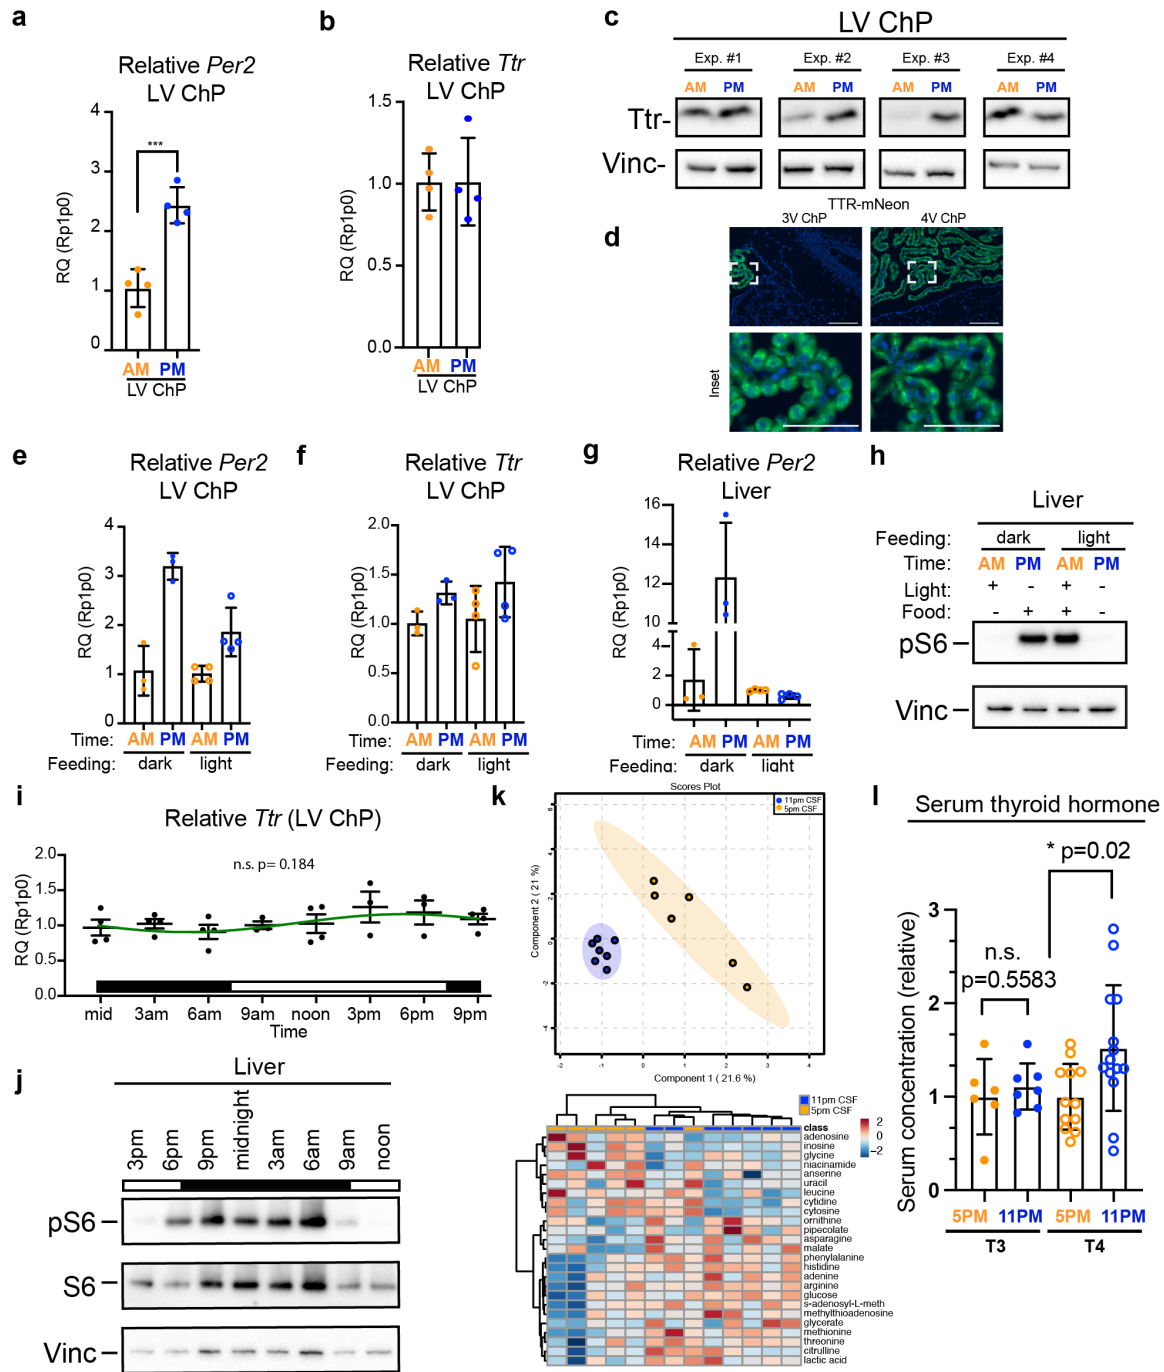

**Supplementary Figure 3. *Ttr* is preferentially translated in ChP during the dark phase and CSF metabolites differ between the light and dark phases.** (a) RT-qPCR of *Per2* in LV ChP at 9 a.m. and 9 p.m. N = 4 biologically independent animals per time. Student's unpaired two-tailed t-test. Data are presented as mean values  $\pm$  standard deviation (SD). (b) RT-qPCR of *Ttr* in LV ChP at 9 a.m. and 9 p.m. N = 4 biologically independent animals per time. Student's unpaired two-tailed t-test. Data are presented as mean values  $\pm$  standard deviation (SD). (c) Immunoblotting of LV ChP protein extracts for TTR. N = 4 biologically independent animals per time. (d) Fluorescence images of ChP from *Ttr<sup>mNeonGreen</sup>* mice in 3V and 4V ChP. Scale bar = 100  $\mu$ m; inset scale bar = 50  $\mu$ m. (e) RT-qPCR for *Per2* in LV ChP showed that the intrinsic clock was not affected by feeding. N = 4 biologically independent animals per time. Data are presented as mean values  $\pm$  standard deviation (SD). (f) RT-qPCR for *Ttr* in LV ChP showed that *Ttr* transcript was not affected by feeding. N = 4 biologically independent animals per time. Data are presented as mean values  $\pm$  standard deviation (SD). (g) RT-qPCR for *Per2* in liver showed that the liver clock was affected by feeding. N = 4 biologically independent animals per time. Student's unpaired two-tailed t-test. Data are presented as mean values  $\pm$  standard deviation (SD). (h) Immunoblotting of liver protein extracts for p-S6 showed that increased phosphorylation levels at 9 p.m. is dependent on feeding. (i) RT-qPCR for *Ttr* in LV ChP every 3 hours demonstrates lack of significant rhythmicity over the 24-hour day ( $p = 0.184$ ) from RAIN analysis. N = 4 biologically independent animals per time. (j) Immunoblotting of p-S6 in liver across a whole day at 3-hour intervals showed sharp upregulation of p-S6 during the dark phase. N = 4 biologically independent animals per time. (k) Metabolomics clustering reveals distinct metabolite profile from CSF at 5 p.m. (orange) and 11 p.m. (blue). N = 6 biologically independent animals at 9 a.m. and N = 7 biologically independent animals at 9 p.m. (l) Serum thyroid hormone levels at 5 p.m. (orange) and 11 p.m. (blue) showed difference in T4. N = 6 biologically independent animals for T3 and N = 12 biologically

independent animals for T4 over 2 independent experiments. Student's unpaired two-tailed t-test. Data are presented as mean values  $\pm$  standard deviation (SD). Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

# Supplementary Figure 4

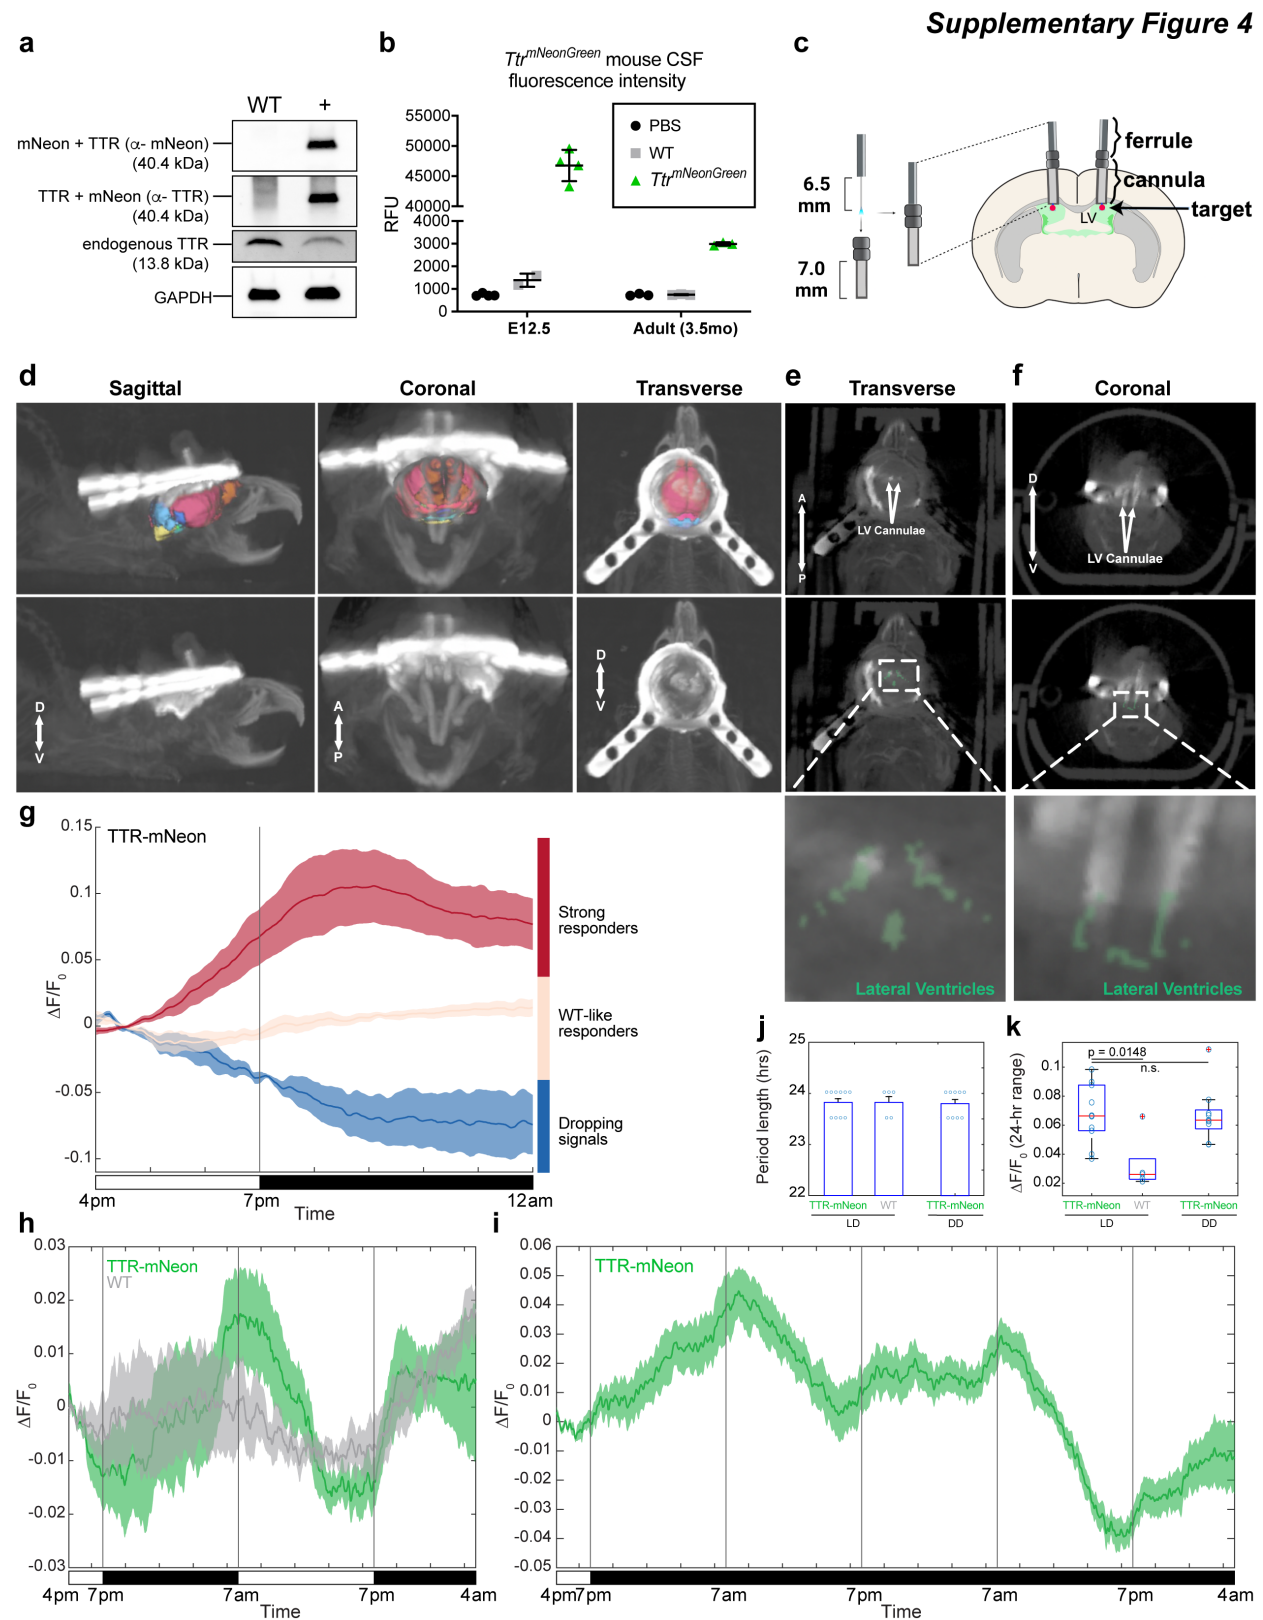

**Supplementary Figure 4. Fiber photometry in *Ttr<sup>mNeonGreen</sup>* mice reveals TTR cycles over multiple days that are light independent.** (a) Immunoblotting of ChP from WT and *Ttr<sup>mNeonGreen</sup>* mice probed for mNeonGreen, TTR, and GAPDH. (b) Fluorescent plate reader data of CSF from WT and *Ttr<sup>mNeonGreen</sup>* mice compared to 1x PBS at E12.5 and Adult. N = 3-4 biologically independent animals at each age and genotype in one experiment. Lines indicate mean values  $\pm$  standard deviation (SD). (c) Schematic of cannula and fiber placement in bilateral mouse LVs. 7mm-long cannulae were implanted at stereotactic coordinates  $\pm 1$  lateral, -0.45 posterior, and -2 ventral to bregma. 6.5mm-long optical fibers were later placed in each cannula and secured with metabond. (d) Sagittal, coronal, and transverse perspectives on a 3D projected CT scan of a mouse with bilateral LV cannulae. A 3D model of the mouse brain is aligned and superimposed on each CT projection in the top panel. (e) A transverse CT demonstrates overlap between the projected lateral ventricles and bilateral guide cannulae. (f) A coronal CT demonstrates overlap between the projected lateral ventricles and bilateral guide cannulae. (g) Summary of *Ttr<sup>mNeonGreen</sup>* recordings in **Figure 4c** subgrouped into three categories of responses (strong responders in red, wild-type-like in peach, dropping signals in blue, see **Figure 4d-e**). Data are presented as mean values  $\pm$  standard error of the mean (SEM). (h) Summary of all light-dark *Ttr<sup>mNeonGreen</sup>* and wild-type recordings in the second 36 hours period starting just before the second lights off. N = 10 biologically independent *Ttr<sup>mNeonGreen</sup>* animals across 4 independent experiments and N = 5 biologically independent wild-type animals across 2 experiments. Data are presented as mean values  $\pm$  standard error of the mean (SEM). (i) Summary of all dark-dark *Ttr<sup>mNeonGreen</sup>* recordings in the second 60 hours period starting just before the second lights off. N = 9 biologically independent *Ttr<sup>mNeonGreen</sup>* animals across 3 independent experiments. Data are presented as mean values  $\pm$  standard error of the mean (SEM). (j) RAIN analysis performed on the *Ttr<sup>mNeonGreen</sup>* and wild-type light-dark recordings as well as the *Ttr<sup>mNeonGreen</sup>* dark-dark recordings in **Supplementary**

**Figures 4h-i** shows that all signals have a consistent period just under 24 hours. Data are presented as mean values  $\pm$  standard error of the mean (SEM). **(k)** Signal ranges over the first 24 hours of the plotted windows from the *Ttr<sup>mNeonGreen</sup>* and wild-type light-dark recordings as well as the *Ttr<sup>mNeonGreen</sup>* dark-dark recordings in **Supplementary Figures 4h-i** show that the *Ttr<sup>mNeonGreen</sup>* animals demonstrate significantly larger signal ranges than the wild-types, and that the ranges in *Ttr<sup>mNeonGreen</sup>* animals are consistent between light-dark and dark-dark conditions. Box plots show median value at the red central bar, with the bottom and top edges of the box indicating the 25<sup>th</sup> and 75<sup>th</sup> percentiles, respectively. The whiskers extend to the most extreme values not considered outliers, and outliers (more than 1.5 times the interquartile range away from median) are plotted individually and marked with a red '+' symbol.  $p = 0.0148$  Student's unpaired two-tailed t-test, Bonferroni correction for 2 comparisons. Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

# Supplementary Figure 5

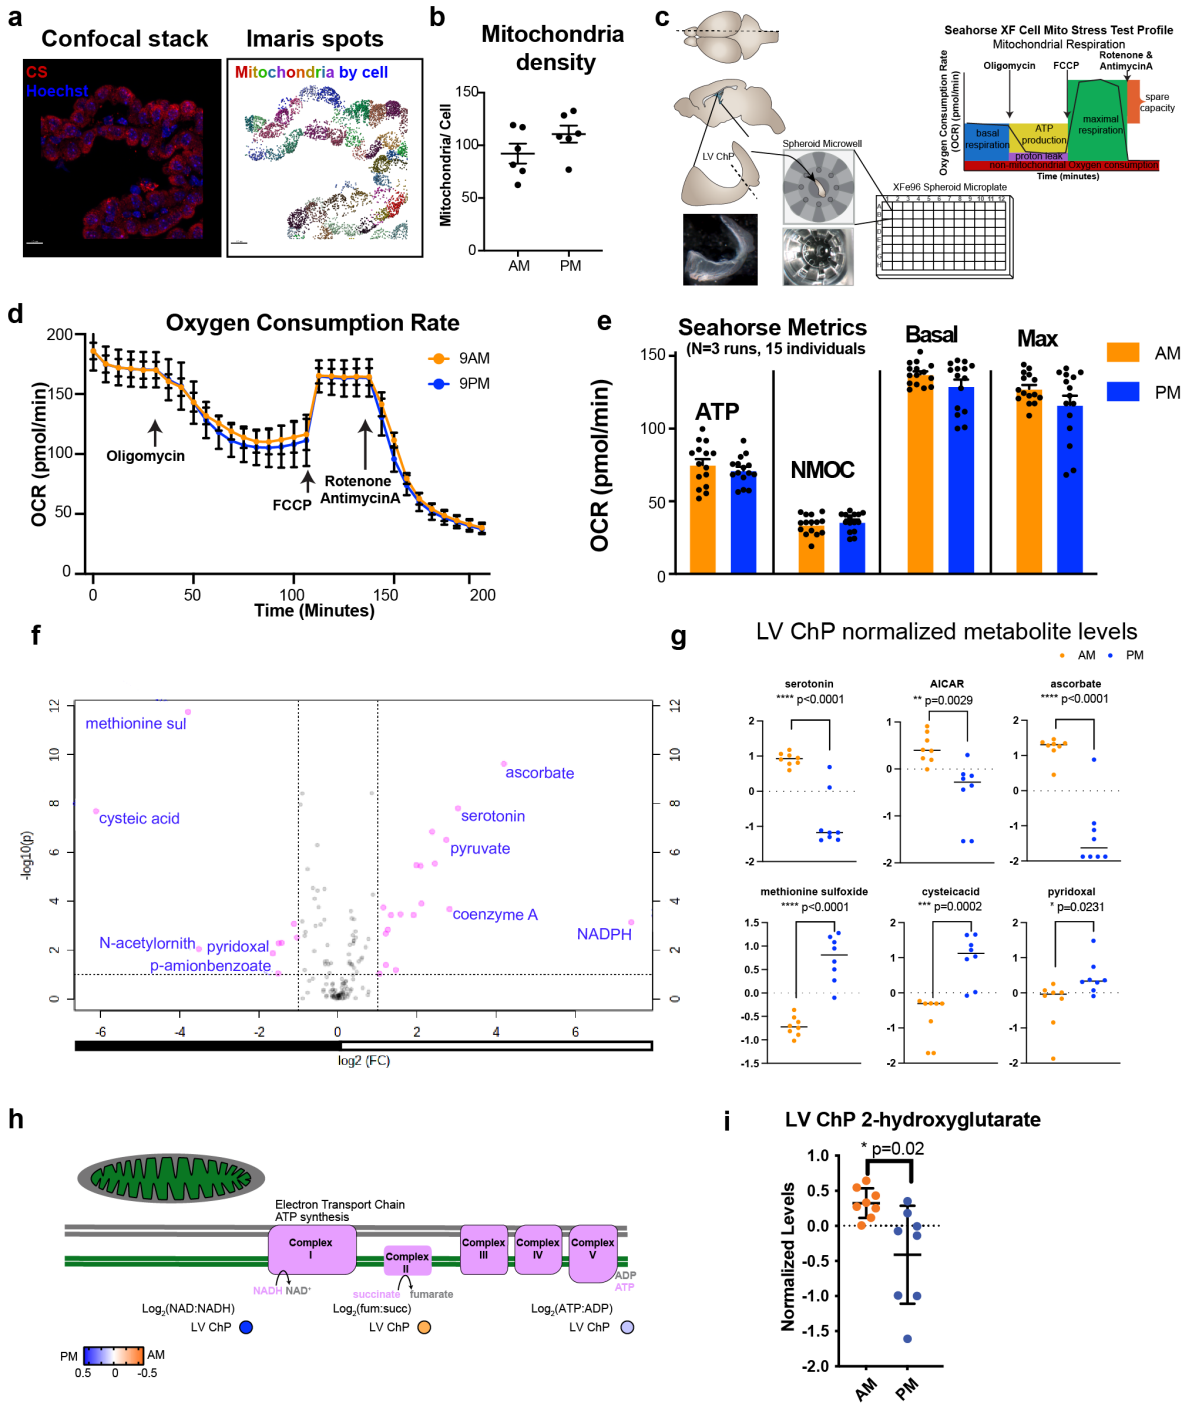

**Supplementary Figure 5. *In vivo* ChP metabolic components and metabolites are diurnally regulated and *ex vivo* ChP metabolism is normalized between light and dark phases. (a)**

Immunostaining for citrate synthase (CS) in LV ChP alongside the Imaris (Bitplane) ‘spots’ quantification of mitochondria binned into individual cells. **(b)** Quantification of number of mitochondria (CS<sup>+</sup> spots) per LV ChP epithelial cell at 9 a.m. and 9 p.m. Error bars = S.E.M, each point is an average of mitochondria numbers from multiple cells. N = 7 biologically independent animals per time over 2 independent experiments. Data are presented as mean values  $\pm$  standard deviation (SD). **(c)** Schematic and image of LV ChP dissection and explant for use in the XFe96 Spheroid microplate for Seahorse (Agilent) respiration analysis. Schematic of the Cell Mito Stress Test treatment used to assess *ex vivo* oxygen consumption of LV ChP. **(d)** Representative OCR (oxygen consumption rate) for a single run of the Cell Mito Stress Test on explanted LV ChP. One run is an average of 6 ChP from 3 biologically independent animals per time. Data are presented as mean values  $\pm$  standard deviation (SD). **(e)** Meta-analysis of OCR (oxygen consumption rate) metrics from 3 technical replicates of the Cell Mito Stress Test in LV ChP. N = 15 ChP from 8 biologically independent animals per time over 3 independent experiments showed no difference in *ex vivo* ATP production, non-mitochondrial oxygen consumption (NMOC), basal respiration, or maximum respiration suggesting that ChP metabolism is influenced by external circadian cues. Two-tailed unpaired Student’s t-test. Data are presented as mean values  $\pm$  standard error of the mean (SEM). **(f)** Volcano plot of most substantial significantly differentially abundant metabolites in LV ChP at 9 a.m. (orange) and 9 p.m. (blue). **(g)** Relative values of differential metabolites in LV ChP at 9 a.m. (orange) and 9 p.m. (blue). N = 8 biologically independent animals per time. \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$ . Two-tailed unpaired Student’s t-test. Data are presented as mean values  $\pm$  standard deviation (SD). **(h)** Relative Log<sub>2</sub> ratios of electron transport chain (ETC) intermediates in LV ChP at 9 a.m. (orange) and 9 p.m. (blue). N = 8

biologically independent animals per time. (i) Relative values of 2-hydroxyglutarate in LV ChP at 9 a.m. (orange) and 9 p.m. (blue). N = 8 biologically independent animals per time. \*  $p < 0.05$ . Two-tailed unpaired Student's t-test. Data are presented as mean values  $\pm$  standard deviation (SD). Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

# Supplementary Figure 6

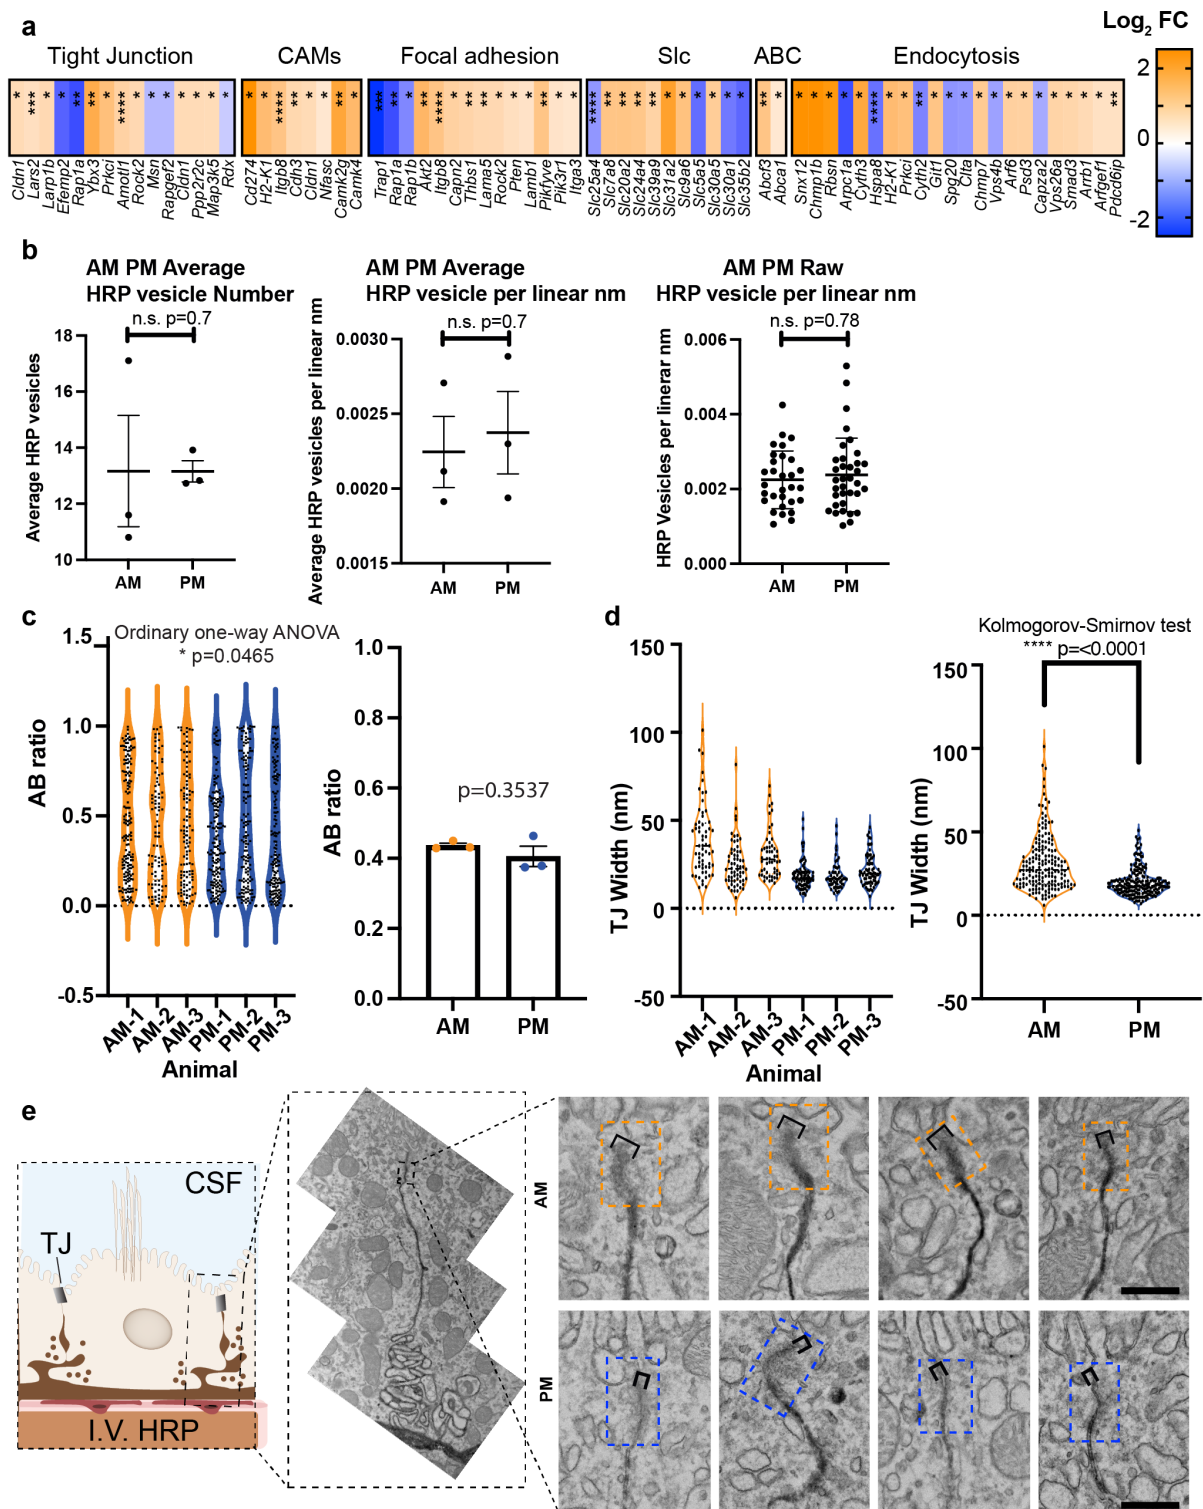

**Supplementary Figure 6. ChP barrier components and permeability are diurnally regulated.**

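Of the barrier genes drawn in this heatmap, 65 were measured in TRAP, and 47 had a lower mean at 9 p.m. and 18 a higher one, with a median log2 fold change of -0.75. The study selected them on these libraries, so the tally is not independent evidence. Among the genes that were higher at 9 p.m., Hspa8, the constitutive heat shock protein that also uncoats clathrin vesicles, had an FPKM of 69.7 ± 55.2 (SD, n = 3) at 9 a.m. and 227 ± 47.1 (SD, n = 3) at 9 p.m., a log2 fold change of 1.98 (standard error 0.53, limma adjusted p = 0.941), which ranged from 1.41 without 9 a.m. TRAP replicate 3 to 2.59 without 9 a.m. TRAP replicate 2.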

(a) Heatmaps of Log<sub>2</sub>FC of TRAP data related to barrier properties of the LV ChP at 9 a.m. (orange) and 9 p.m. (blue). (b) Quantification of HRP vesicles from mice at 9 a.m. and 9 p.m. Two-tailed unpaired Welch's t-test. Data are presented as mean values  $\pm$  standard error of the mean (SEM). (c) Quantification of apical-basal ratio for all vesicles separated by each animal N = 3 and averaged within each animal. N = 3 biologically independent animals per time. Ordinary one-way ANOVA for first panel and two-tailed unpaired Student's t-test for second panel. Data are presented as mean values  $\pm$  standard error of the mean (SEM). (d) Quantification of tight junction width for all measurements (10 per junction) separated by each animal N = 3 biologically independent animals per time and analyzed together for each timepoint. Kolmogorov-Smirnov test. Data are presented as violin plots with solid bar at the median and broken bars at quartiles. (e) Additional representative examples of TEM images of ChP epithelial cell tight junctions. Dotted boxes indicate analyzed region at the apico-lateral junctions between cells. Scale bars = 500 nm. Male mice were analyzed. Source data are provided as a Source Data file (Source\_Data).

How the deposited data were processed for this re-analysis (not part of the article)

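RNA associated with RPL10A (TRAP) and unbound RNA (supernatant) from the LV ChP of male mice were measured at 9 a.m. and 9 p.m., 3 libraries per group and 12 in all. Each library came from a pool of 3 mice aged 8 weeks according to the paper, while the sample labels give postnatal day 60. Groups, times and replicate numbers were taken from the sample labels and the methods, and every library could be mapped.

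The authors aligned single-end reads of 50 nt to mm10 with STAR 2.4.0, counted reads with htseq-count, tested TRAP against supernatant with DESeq2 and times with CuffDiff, and deposited FPKM values from Cuffquant. The annotation version, the Cufflinks version and the strand setting are not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart. FPKM divides the reads of a gene by its length and by the mapped reads of the library, which makes values relative. MicroRNA genes took 31.9% to 75.4% of the deposited FPKM per library, and Mir6236 alone held 84777 to 541166 FPKM. A share of FPKM is not a share of reads, which is unknown here. Whole reads could not be recovered from the FPKM, depth is unknown, and no counting interval can be given. Reads shared between paralogs and pseudogenes, as for ribosomal protein genes, are uncertain.

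The table held 24354 genes. Of these, 27 names turned into dates were left out and 24327 kept, 9753 of them at 0 in every library. Names of 23248 genes (95.6%) matched GENCODE M21 on GRCm38, the assembly of mm10, which gave coordinates and biotypes (19812 coding genes). No column of the table was left unused. No pair of libraries held identical values, so each library was counted once.

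Tests were made in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with empirical Bayes and an intensity trend, for genes with a mean FPKM above 1 over the libraries compared, and adjusted by Benjamini-Hochberg. The comparisons were TRAP 9 p.m. against 9 a.m., the same for the supernatant, TRAP against supernatant at each time, and the interaction of time and fraction over all libraries. Calls needed an adjusted p under 0.05 and an absolute log2 fold change above 0.4 between times or 0.3 between fractions. Single values per library were compared with exact two-sided permutation tests, for which 3 against 3 allow no p below 0.1. For pathways, complexes and cell types, 45 lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Of the lists that camera called, none held with an estimated correlation. Samples, designs, lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. Added after the data had been seen were the fits with coding genes only and rescaled, the block by replicate number for named genes and lists, one fit of all libraries for named genes, left-out libraries for the number of genes above an FPKM of 1 and for the mean FPKM of called genes, and the longest transcript as a measure of length. The rule takes, per comparison, the genes past the thresholds with no overlap between groups, the genes of lowest p up to 10 where fewer pass, the members of a list that pass, and every gene the paper names or draws from the TRAP data. Genes named as members of a list that did not pass, such as Per2 and Thra, were chosen after their values were seen. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

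The median log2 fold change of all genes was 0.16 for TRAP 9 p.m. against 9 a.m., and lay between -0.02 under quantile normalization and 0.18 after rescaling to equal sums. For TRAP against supernatant it was -0.20 at 9 a.m. and -0.07 at 9 p.m., and after rescaling to equal sums -0.57 and -0.52. The test was tried on simulated data in 2 ways for the TRAP comparison of times. With changes put into the deposited values of 10563 genes, under a split that mixed the times, 38% of 50 genes changed by 3 on the log2 scale and 68% of 50 changed by 6 were called, with 1 call among unchanged genes. On values of 10007 genes drawn from the fitted means and spreads, 70% and 100% were called, with 14 calls among unchanged genes. Of 50 simulated lists shifted by 0.5 all 50 were called, and 0 of 50 unchanged lists. On the libraries themselves, camera called 7 lists in TRAP between times, and 0 to 11 under splits that mixed the times. For TRAP against supernatant it called 7 at 9 a.m. (0 to 6 under mixed splits) and 13 at 9 p.m. (0 to 13).

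The sample labels give TRAP and supernatant libraries of the same number and time one animal number, where the methods give pools of 3 mice. The tests of TRAP against supernatant and of the interaction were fitted without this pairing, since the methods name none, and fits with it as a block were run as alternatives. The deviations of same-numbered libraries from their group means did not run together (correlations from -0.075 to -0.014). Alternatives covered the pseudocount, the filter, the scaling, the trend and robust variants of limma, the block by replicate number, one fit over all libraries, and leaving out each library. RT-qPCR, immunoblots, imaging, metabolomics and photometry were not analysed here, nor were Cre-negative controls.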

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

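The tests of library complexity and of time of day, and the splits counted for genes called, were chosen after their results were seen. Length and left-out-library tests of oxidative phosphorylation, and the liver test, were written down first, but the measure by the longest transcript was added after the relation between fold change and length had been seen.

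The supernatant was measured at both times, and the paper's text gives single genes but no comparison of times across all genes for it. There, limma called Mir546 lower at 9 p.m. (adjusted p = 9.96e-06, and adjusted p = 0.0505 without a filter). It was at 572, 3026 and 2945 FPKM at 9 a.m. and at or next to 0 in all 3 libraries at 9 p.m. FPKM divides reads by gene length, and whole reads are unknown here. How few reads gave the values of Mir546 can therefore not be told. Its change with time differed between the fractions (interaction adjusted p = 0.0236, limma), with 0, 260 and 49.2 FPKM in TRAP at 9 p.m., and leaving out any of 10 of the 12 libraries ended that call, the exceptions being 9 p.m. TRAP replicates 1 and 2. The interaction call of Mir546 was also lost with a pseudocount of 0.1 (adjusted p = 0.138), without a filter (0.406), without the trend (0.222) and with robust limma (0.0522). Erythroid markers in the supernatant were higher at 9 p.m. for 2 of 2 members measured (camera adjusted p = 0.0340, and adjusted p = 0.671 with an estimated correlation), and the interaction test of this list gave an adjusted p of 0.0188 (0.614 with an estimated correlation). The supernatant call was lost without 9 a.m. supernatant replicate 1 (adjusted p = 0.146), 2 (0.214) or 3 (0.0705), without 9 p.m. supernatant replicate 1 (0.111) or 2 (0.258) and with a pseudocount of 0.1 (0.0772). The interaction call of the list was lost without 9 a.m. TRAP replicate 1 (adjusted p = 0.0668) or 3 (0.0773), 9 a.m. supernatant replicate 1 (0.0772), 2 (0.0508) or 3 (0.127), 9 p.m. TRAP replicate 2 (0.250) or 9 p.m. supernatant replicate 2 (0.104), under quantile normalization (0.0534) and with coding genes only and rescaled (0.0742). Hbb-bs, the beta chain of adult haemoglobin, was at 1.09, 0 and 0 FPKM in the supernatant at 9 a.m. and at 41.8, 43.9 and 11.3 at 9 p.m.

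Hepatocyte markers differed between the fractions in their change with time, with 9 of 10 members lower at 9 p.m. in TRAP relative to the supernatant (camera adjusted p = 0.00658, and adjusted p = 0.738 with an estimated correlation). This call was lost without 9 a.m. TRAP replicate 3 (adjusted p = 0.138), where Alb reached 171 FPKM, 9 p.m. TRAP replicate 2 (adjusted p = 0.250) or 9 a.m. supernatant replicate 3 (adjusted p = 0.127), while without 9 a.m. TRAP replicate 2 the adjusted p was 7.95e-07. RNA from hepatocytes, a cell type outside the dissected tissue, is a candidate explanation that the data leave open: in 9 a.m. TRAP replicate 3, 3 of 6 other abundant liver mRNAs lay above 0.1 times the Alb level and 2 below 0.01 times, where hepatocytes would bring all of them, and the pull-down of EGFP-tagged ribosomes would remove RNA of cells without the tag. Apoc1, a listed gene, was at 12.7 FPKM or more in each TRAP library, and whether the ChP itself expresses it was not tested. A change with time of day was not separable from one library, since the call of the list in TRAP ended without 9 a.m. TRAP replicate 3 (adjusted p = 0.0833), whereas its call in TRAP against supernatant at 9 a.m. held without that library (adjusted p = 0.0186).

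The lists for oxidative phosphorylation and the mitochondrial ribosome were higher in TRAP at 9 p.m. by camera with a preset correlation, while with an estimated correlation the adjusted p was 0.737 for both. The values that follow are for oxidative phosphorylation only. That its pattern comes from the library with fewest detected genes, 9 a.m. TRAP replicate 3, is argued against. Without that library the unadjusted camera p fell from 4.15e-07 to 1.33e-08, and the median above all genes was 0.62 (interquartile range 1.19). Dependence on another library is not excluded, since without 9 a.m. TRAP replicate 1 the call was lost (camera adjusted p = 0.0704). Transcript length stays open, since the answer turns on the measure: with the trend on the median transcript length removed the camera p was 1.80e-05 (median 0.31, interquartile range 1.06), and with that on the longest transcript it was 0.0540 (median 0.23, interquartile range 0.93). The bound written down first, that a p still below 0.05 would exclude length, therefore held for only the first measure and was not enough. Of 10 splits of the 6 TRAP libraries, 3 gave a camera p as low as the real one, the lowest of the others being 1.75e-14, and 10 splits are too few for a share under 0.05; time of day remains an open hypothesis.

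Libraries with fewer genes above an FPKM of 1 also listed more abundant genes at 0 (Spearman rho = -0.827, permutation p = 0.0015; Pearson r = -0.811, permutation p = 2.70e-04; 12 libraries; 1 relation computed). Without the 2 libraries farthest from the median in abundant genes listed at 0, 9 a.m. TRAP replicate 3 and 9 a.m. supernatant replicate 2, r was -0.811. Both measures count genes that a library lacks, so the relation does not test lower library complexity, which stays open. The times overlapped in TRAP (exact permutation test, p = 0.7), and with 3 libraries per time a difference between them stays open.

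For each comparison 10 splits of the libraries into groups of 3 were run, too few for a share under 0.05. The interaction, fitted over both fractions, allows more splits, which were not run. For TRAP between times, 10 of 10 splits called as many genes as the real one (0; highest other 1), and 4 gave as many genes at an unadjusted p under 0.05 (418; highest other 739). For the supernatant between times 4 splits called as many genes (1; highest other 2) and 10 gave as many at p under 0.05 (363; highest other 645). For TRAP against supernatant at 9 a.m. 1 split, the real one, called as many (5; highest other 2) and 4 gave as many at p under 0.05 (486; highest other 668). At 9 p.m. the numbers were 2 (3; highest other 3) and 3 (620; highest other 663). For the interaction they were 2 (1; highest other 1) and 8 (429; highest other 998).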

How the results depend on the processing

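With 3 libraries per group, 14% of 50 genes changed by 2 on the log2 scale were called in the deposited TRAP values, and 68% of 50 changed by 6. Read depth is unknown, and its effect on the calls was not tested. The cause of the changes below was not tested except where fewer libraries were fitted. Calls between times in TRAP stayed at 0 under each alternative that kept all libraries. With a library left out they ranged from 0 to 4 higher at 9 p.m. (4 without 9 a.m. TRAP replicate 2, 1 without 9 p.m. TRAP replicate 3) and from 0 to 1 lower (without 9 a.m. TRAP replicate 2). In the supernatant, genes higher at 9 a.m. went from 1 to 0 without a filter and with coding genes only and rescaled (an alternative added after seeing the data), to 2 under quantile normalization, and ranged from 1 to 4 with a library left out (4 without 9 p.m. supernatant replicate 3). At 9 a.m. genes higher in the supernatant than in TRAP went from 5 to 3 with a pseudocount of 0.1 or without a filter, to 1 without the trend and with coding genes only, and from 3 to 10 with a library left out (10 without 9 a.m. TRAP replicate 2, 3 without 9 a.m. supernatant replicate 1 or 3). Genes higher in TRAP went from 0 to 1 with robust limma, and from 0 to 1 with a library left out (without 9 a.m. TRAP replicate 2 or 9 a.m. supernatant replicate 1). At 9 p.m. genes higher in the supernatant went from 3 to 0 without a filter, to 5 under quantile normalization, to 1 without the trend and in one fit of 12 libraries, and from 2 to 4 with a library left out. Genes higher in TRAP went from 0 to 1 with the replicate block and in one fit of 12 libraries, and from 0 to 5 with a library left out (5 without 9 p.m. supernatant replicate 3, 1 without 9 p.m. TRAP replicate 3). The interaction called 1 gene, 0 with a pseudocount of 0.1, without a filter, without the trend, with robust limma or with coding genes only, 2 with the replicate block, and 0 to 1 with a library left out.

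For lists in TRAP between times, an estimated correlation gave an adjusted p of 0.737 for oxidative phosphorylation, both ribosomal lists and hepatocyte markers. Leaving out a library gave 5.74e-14 to 0.0704 for oxidative phosphorylation, 7.37e-05 to 0.385 for the mitochondrial ribosome, 8.37e-06 to 0.593 for the cytosolic ribosome, 1.28e-09 to 0.0833 for hepatocyte markers and 0.0414 to 0.407 for integrins and basement membrane, which passed at 0.0414 without 9 p.m. TRAP replicate 1 and 0.0496 without 9 p.m. TRAP replicate 3. That last list also passed under median-of-ratios scaling (0.0485), quantile normalization (0.0489) and with coding genes only (0.0215). Endocytosis ranged from 0.370 to 0.843 and tight junction from 0.210 to 0.573. The difference in genes above an FPKM of 1 between times was 476.3 in TRAP and ranged from -347.5 to 1274.5 (also -235) with a library left out, and was 233.7 in the supernatant, ranging from -510.7 to 872.8 (also -134 and -37.7), values added after seeing the data. The mean FPKM of genes called in the supernatant at 9 p.m. went from 1356 to 332.8 when the median over genes was taken.

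Signs turned for Chmp1b between times in TRAP (-1.05 to 0.59, also 0.10, with a library left out), for Ttr between times in the supernatant (0.0416 rescaled to equal sums, -0.21 to 0.19, also 0.05, with a library left out), for Ttr in TRAP against supernatant at 9 a.m. (0.12 under median-of-ratios scaling, 0.0318 with coding genes only, -0.19 to 0.21, also 0.16, with a library left out) and at 9 p.m. (-0.29 under quantile normalization), and for ChP epithelial markers in TRAP against supernatant at 9 p.m. (adjusted p = 0.834 under quantile normalization). Quantile normalization sets values by rank, so the sign it turned for Ttr does not measure a change in the FPKM of that gene. Of the named genes, 1205 results across alternatives kept their side, 42 lost and 10 gained a call, and 10 turned. For the lists followed across alternatives, 290 results kept their side, 109 lost and 5 gained a call, and 1 turned. The gained calls were all of integrins and basement membrane in TRAP between times. Gains of other lists, such as those of complex IV and ependymal markers below, are not in this tally. Across times the labels share only a number. Same-numbered TRAP libraries had correlations of deviations of -0.007, 0.104 and 0.006, not every library correlated best with its own number, and the replicate block called 0 genes in TRAP but brought complex IV (adjusted p = 0.0107) and ependymal markers (adjusted p = 0.0272) past 0.05, while in the supernatant it ended the call of erythroid markers (adjusted p = 0.0564). With same-numbered TRAP and supernatant libraries as blocks, which for named genes and lists was added after seeing the data, Mgp (adjusted p = 0.0814), astrocyte markers at 9 a.m. (0.0561), and the cytosolic ribosome (0.0616) and ChP epithelial markers (0.0566) at 9 p.m. lost their calls, and Mrpl52 gained one in the interaction (adjusted p = 0.0451).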

Differences from the paper's values

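For TRAP between times the paper reports 779 genes, 431 of them higher at 9 a.m. and 348 higher at 9 p.m., from CuffDiff. Limma on the deposited FPKM, at the same thresholds of adjusted p and fold change, called 0, with 0 higher at 9 a.m. and 0 higher at 9 p.m. (418 genes at an unadjusted p under 0.05). No alternative set before the data were examined came within 1.5 times of these counts: the most was 5 genes, without 9 a.m. TRAP replicate 2. CuffDiff could not be rerun, since it needs aligned reads.

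The paper's Fig. 1l, read by eye, shows about 10 protein-coding genes on the ribosome at 9 a.m. and about 18 off it. Limma, over genes of all types, called 0 and 5, and the 5 include Malat1, Rpph1, Rprl3 and Mir546, which encode no protein. With coding genes only and rescaled, added after the data had been seen, it called 1 off the ribosome at 9 a.m. For 9 p.m. Fig. 1l, read by eye, shows about 38 protein-coding genes on the ribosome and about 49 off it. Limma called 0 and 3, with the noncoding Malat1 among the 3. The thresholds of adjusted p and fold change were the paper's, and the tool was limma in place of DESeq2. No alternative set before the data were examined closed any of these 4 gaps. Fig. 1m gives the mean FPKM of protein-coding genes. Off the ribosome, read by eye, it was about 580 at 9 a.m. and about 260 at 9 p.m. The means here, 1842 and 1356, were over different sets of genes that include noncoding ones, Malat1 at both times among them. The median over the genes called here at 9 p.m., 332.8, lies within 1.5 times of the paper's value. As Malat1 is among these genes, the values are not alike and this does not close the gap. At 9 a.m. no alternative set beforehand came that close.

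The paper's log2 fold changes could be set beside log2 ratios of mean FPKM for 31 genes, 29 from the source data and Cyp2j6 and Cyp2u1 from the text. All 31 had the same sign and 0 differed, with a largest gap of 0.21. For Cyp2j6 the paper gives -3.047 (9 a.m. over 9 p.m.) and the ratio on that scale was -3.04, and for Cyp2u1 the paper gives -1.851 and the ratio was -1.88. The panels of the paper differ in sign: Fig. 2e counts a rise at 9 p.m. as positive, and Fig. 2f–h a rise at 9 a.m.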

Other observations

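In the supernatant, Dbp, a transcription factor driven directly by the circadian clock, was at 0.215, 0 and a value next to 0 FPKM at 9 a.m. and at 88.6, 24.9 and 22.9 at 9 p.m., with no overlap (log2 fold change 5.16, standard error 1.00, limma adjusted p = 0.577). The fold change ranged from 4.55 (without 9 p.m. supernatant replicate 1) to 5.50 (without 9 p.m. supernatant replicate 3). Tef, a relative of Dbp, had an FPKM of 9.63 ± 6.09 (SD, n = 3) at 9 a.m. and 67.9 ± 17.8 (SD, n = 3) at 9 p.m., a log2 fold change of 2.80 (standard error 0.55, limma adjusted p = 0.577). Adjusted over the list alone, 2 of 19 clock genes passed in the supernatant and 0 over all genes, and the list as a whole did not pass (camera adjusted p = 0.0696). In TRAP, Dbp was at 0, 11.7 and 79.2 FPKM at 9 a.m. and at 138, 30.7 and 44.7 at 9 p.m., so the times overlapped. Of the glucocorticoid response genes, 11 of 14 had a higher mean at 9 p.m. in the supernatant, and the list did not pass (camera adjusted p = 0.0696).

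In TRAP against supernatant at 9 p.m., oxidative phosphorylation had 62 of 76 members higher in TRAP (camera adjusted p = 2.33e-12, and adjusted p = 0.552 with an estimated correlation), and the mitochondrial ribosome 54 of 77 (camera adjusted p = 2.60e-04, adjusted p = 0.609 with an estimated correlation, and adjusted p = 0.0744 without 9 p.m. TRAP replicate 2). Fibroblast and stromal markers were lower for 7 of 7 (camera adjusted p = 0.00188, and adjusted p = 0.460 with an estimated correlation) and macrophage markers for 5 of 5 (camera adjusted p = 0.0369, and adjusted p = 0.552 with an estimated correlation). The macrophage call was lost without 9 p.m. TRAP replicate 1 (adjusted p = 0.0558), 2 (0.393) or 3 (0.0755) and without 9 p.m. supernatant replicate 2 (0.0559) or 3 (0.0517), under quantile normalization (0.0829) and with coding genes only and rescaled (0.0839). Epithelial markers of the ChP were higher in TRAP for 15 of 22 (camera adjusted p = 0.0497, adjusted p = 0.609 with an estimated correlation, and adjusted p = 0.0566 with same-numbered libraries as a block), a direction that turned under quantile normalization (adjusted p = 0.834). That call was also lost with coding genes only (adjusted p = 0.459) and without 9 p.m. TRAP replicate 1 (0.192) or 3 (0.118) or 9 p.m. supernatant replicate 2 (0.124) or 3 (0.300). At 9 a.m. oxidative phosphorylation had 42 of 74 members higher (camera adjusted p = 0.00351, and adjusted p = 0.778 with an estimated correlation), a call lost without 9 a.m. TRAP replicate 2 (adjusted p = 0.390) or 9 a.m. supernatant replicate 2 (0.428). Also at 9 a.m., astrocyte markers were lower for 6 of 6 (camera adjusted p = 0.0297, adjusted p = 0.736 with an estimated correlation, and adjusted p = 0.0561 with same-numbered libraries as a block), a call lost without 9 a.m. TRAP replicate 1 (0.0787), 2 (0.123) or 3 (0.0821) or 9 a.m. supernatant replicate 1 (0.0734) or 3 (0.0522), and with a pseudocount of 0.1 (0.0505). Across genes the fold change at 9 p.m. ran with transcript length, a trend that was not removed from these values. Spearman rho was -0.196 for the longest transcript and -0.118 for the median transcript length. Splits that mixed the fractions were also tested for oxidative phosphorylation. At 9 p.m. their lowest unadjusted camera p was 9.57e-18, against 5.54e-14 for the real split. At 9 a.m. it was 4.63e-15 in the other direction and 3.57e-05 in the same direction, against 2.57e-04. With 10 splits per comparison, a share under 0.05 cannot be reached.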
